# Gene expression patterns associated with p53 status in breast cancer

**DOI:** 10.1186/1471-2407-6-276

**Published:** 2006-12-06

**Authors:** Melissa A Troester, Jason I Herschkowitz, Daniel S Oh, Xiaping He, Katherine A Hoadley, Claire S Barbier, Charles M Perou

## Abstract

**Background:**

Breast cancer subtypes identified in genomic studies have different underlying genetic defects. Mutations in the tumor suppressor p53 occur more frequently in estrogen receptor (ER) negative, basal-like and HER2-amplified tumors than in luminal, ER positive tumors. Thus, because p53 mutation status is tightly linked to other characteristics of prognostic importance, it is difficult to identify p53's independent prognostic effects. The relation between p53 status and subtype can be better studied by combining data from primary tumors with data from isogenic cell line pairs (with and without p53 function).

**Methods:**

The p53-dependent gene expression signatures of four cell lines (MCF-7, ZR-75-1, and two immortalized human mammary epithelial cell lines) were identified by comparing p53-RNAi transduced cell lines to their parent cell lines. Cell lines were treated with vehicle only or doxorubicin to identify p53 responses in both non-induced and induced states. The cell line signatures were compared with p53-mutation associated genes in breast tumors.

**Results:**

Each cell line displayed distinct patterns of p53-dependent gene expression, but cell type specific (basal vs. luminal) commonalities were evident. Further, a common gene expression signature associated with p53 loss across all four cell lines was identified. This signature showed overlap with the signature of p53 loss/mutation status in primary breast tumors. Moreover, the common cell-line tumor signature excluded genes that were breast cancer subtype-associated, but not downstream of p53. To validate the biological relevance of the common signature, we demonstrated that this gene set predicted relapse-free, disease-specific, and overall survival in independent test data.

**Conclusion:**

In the presence of breast cancer heterogeneity, experimental and biologically-based methods for assessing gene expression in relation to p53 status provide prognostic and biologically-relevant gene lists. Our biologically-based refinements excluded genes that were associated with subtype but not downstream of p53 signaling, and identified a signature for p53 loss that is shared across breast cancer subtypes.

## Background

The tumor suppressor p53 is mutated in 30% of breast cancers [1], but rates of p53 mutation vary depending upon the subtype of breast cancer. For example, p53 mutations are found more frequently in aggressive estrogen receptor (ER)-negative breast cancers [1], and have been shown to correlate with breast cancer subtype in gene expression studies [2] and in a population-based study [3]. Genetic abnormalities such as amplified HER2/ERBB2 [1] and aneuploidy [4] are also frequently associated with p53 mutation status. These correlations suggest intrinsic heterogeneity of p53 signaling across breast cancer subtypes.

Gene expression studies can help to characterize breast cancer heterogeneity. Previous *in vitro *studies of gene expression have demonstrated that cell line models of luminal breast cancers show a strong stress response following chemotherapeutic treatment, with notable changes in p53-regulated genes such as p21 (Cip1). The same magnitude of p53-regulated responses was not observed for cell line models of basal-like breast cancer [5]. Inherent differences in p53 signaling and function according to cell type of origin could account for the association between rates of p53 mutation and breast cancer subtype. In this study, we engineered isogenic cell line pairs with and without p53 function using RNA interference (RNAi) and examined the stress responses of parent and RNAi-transduced cell lines. Our aim was to assess how variation in cell line backgrounds alters the effects of p53 loss. We also aimed to identify a common response to p53 loss that is shared by most breast cancers. Thus, we compared the lists of p53-responsive genes *in vitro *to gene lists derived from *in vivo *breast tumor data to identify a set of common p53 responsive genes. The biological relevance of this common p53 signature was assessed by using this gene list to predict outcomes on independent test data sets of breast cancer patients.

## Methods

### Cells and culture conditions

Two hTERT immortalized Human Mammary Epithelial (HME) cell lines (ME16C and HME-CC) and two established breast cancer cell lines (MCF-7 and ZR-75-1) were cultured as described previously [5]. A mitochondrial dye conversion (MTT) assay was used to measure cell line responses to 36 h of treatment with 0 – 10 μM doxorubicin hydrochloride (DOX) [5].

Short hairpin RNAs (RNAi) against p53 were constructed using a 19-mer sequence (GACTCCAGTGGTAATCTAC) described previously [6], but using the pSUPER.RETRO.puro vector with stuffer (Oligo Engine, Seattle, WA). A version of this vector containing two mismatches within the 19-mer sequence (GACTCCGGTTGTAATCTAC) was also prepared as a mismatch control. HEK-293T cells were transfected with 10 micrograms each of pSUPER.RETRO.puro vector, pVpack-GP (Stratagene), and pVpack-Ampho (Stratagene) using Lipofectamine Reagent and PLUS Reagent (Invitrogen). Supernatants containing replication-incompetent retrovirus were collected 48 hours after transfection and applied to all four cell lines. Stable populations of cell lines expressing p53-RNAi or mismatch-RNAi were selected for two weeks in 1 μg per mL puromycin.

### Western blots

Cells were treated for 24 h with 1 μM DOX, and cell free extracts, protein quantitation, and denaturation were as described previously [5]. Forty μg of protein were electrophoresed on a 4–20% Tris-HCl Criterion precast gel (BioRad) and transferred to a Hybond-P membrane (Amersham Biosciences) by electroblotting. The blots were probed with antibodies against p53 (Santa Cruz; D01) and β-actin (Abcam, AC-15) and then with anti-mouse IgG horseradish peroxidase linked whole antibody from sheep (Amersham). Enhanced chemiluminescence was used for detection (SuperSignal West Pico Chemiluminescent Substrate, Pierce).

### Microarray experiments

Cell lines were grown, treated for 12, 24, or 36 h with DOX at the IC50 concentration, and harvested using a previously described protocol [5]. Feeding control (sham) and reference mRNA samples were prepared as described previously [5]. Cy3- and Cy5-labeled cDNAs were synthesized from control or treated cell line mRNA, respectively, according to a direct labeling protocol (Agilent Technologies), and were hybridized to Human 1A oligonucleotide arrays (Agilent Technologies). All microarray raw data tables have been deposited in the Gene Expression Omnibus under the accession number of GSE3178 (submitter C. Perou).

### Identification of p53-dependent DOX-response signature from microarray data

For all comparisons, *in vitro *and *in vivo *as described below, genes that were significantly different in expression were identified using a 2-class, unpaired Significance Analysis of Microarrays (SAM) [7]; for the SAM analysis, the data were first filtered to exclude genes that did not have mean signal intensity greater than twice the median background value for both the red and green channel in at least 70% of the experiments. The SAM delta values were adjusted to obtain the largest gene list that gave a false discovery rate of less than 5%. Using the SAM-derived gene lists, average linkage hierarchical cluster analysis was conducted using Pearson correlation in the Cluster program and the data were visualized in Treeview [8,9]. EASE, the Expression Analysis Systematic Explorer was used to identify enriched biological themes in gene lists [10].

Each cell line was examined for p53 response in both untreated and DOX-treated states. To identify the gene expression effects of p53 loss in DOX-treated cells (p53-induced state), parent cell lines treated with DOX (n = 3 for each cell line) were compared to RNAi-transductants treated with DOX (n = 3 for each cell line). To identify the gene expression effects of p53 loss in the absence of DOX treatment, sham-treated parent cell lines (wildtype p53) were compared to sham-treated RNAi-transductants (n = 3 for both treatment groups in each cell line). However, to derive a list of genes that were differentially expressed in both *in vitro *and the *in vivo *data sets, the common p53 response across all four cell lines was the most relevant. Thus, we also performed an analysis comparing all RNAi-transduced cell line experiments (n = 24) to all parent cell line experiments (n = 24). The resulting list represented the common response to p53 loss across cell lines.

To identify the gene expression signature associated with p53 *in vivo*, we used primary breast tumor data [2,11,12] that is publicly available from the Stanford Microarray Database and the Gene Expression Omnibus. DOX-treated patients for which p53 status had been determined by sequence analysis [2] were included in our analysis (102 tumor samples, including 8 normal-like breast samples, one unclassified tumor, and 37 before and after pairs, representing 69 patients in total). All tumor subtypes described in Sorlie *et al*. [2] [classified using intrinsic analysis [12]] were included, except true normal breast and normal-like breast tumor samples. This sample set also included tumors collected before and after treatment with doxorubicin. The gene expression patterns of the p53 mutant samples (n = 43) were compared to those of the p53 wildtype samples (n = 52).

### Identification of p53 functional status in independent test data sets

A final 52 gene list was derived by identifying those genes that were differentially expressed in response to p53 loss in both the *in vitro *and *in vivo *data sets. These genes were matched to publicly available array data [13,14], using unique Unigene identifiers. Of the 52 genes, 48 and 50 were present on the Chang *et al*. data set and Miller *et al*. data sets, respectively. Microarray platform/source systematic biases between the training and the test sets were corrected using Distance Weighted Discrimination (DWD) [15]. To classify tumors in the independent test sets (Chang *et al*. or Miller *et al*.) as p53-functional or not, two centroids were created using the Sorlie *et al*. training set. The centroids were based on average gene expression in tumors in Figure 5A (mutant enriched) vs. that of tumors in Figure 5B (wildtype enriched). Each Chang *et al*. or Miller *et al*. tumor was classified according to the nearest centroid as determined by Spearman correlation.

### Other statistical analyses

Survival analyses were conducted using Sorlie *et al*. tumor data (excluding duplicate samples from the same person, resulting in a total of 66 patients representing 31 disease-specific and 26 overall survival events for survival analyses), Change *et al*. tumor data [337 patients: 295 patients from [13] and 42 tumors published in an earlier paper [16] from the same group, representing 126 disease specific and 79 overall survival events] and Miller *et al*. [14] data (236 patients, 52 disease specific events). For analyses of the Miller *et al*. dataset, patients that had survived at least ten years were censored to be consistent with previous analyses [14]. Kaplan Meier analyses were conducted using WinStat for Microsoft Excel.

Because the large data set of Chang *et al*. also included data on other prognostic variables, Cox proportional hazards modeling was conducted (SAS version 9.1). The reduced model that included ER status (positive vs. negative), tumor size (≤ 2 cm vs. > 2 cm), lymph node status (indicator coding with three categories: 0, 1–3, > 3 positive nodes or metastatic), age (in decades), grade (indicator coding with three categories: 1, 2, 3), and treatment (yes if treatment with chemo and/or hormonal therapy, no if no adjuvant therapy) was compared to a full model that also included a binary variable indicating p53 classification (based on gene-expression).

To determine if p53 status differed according to tumor subtype, a Fisher-Freeman-Halton (FFH) exact test was conducted using SAS version 9.1 (Cary, NC). Analyses of sequence-based mutation characteristics (e.g. missense/in-frame vs. nonsense and frameshift, missense DNA binding vs. non-DNA binding) in association with gene expression classification were also conducted using FFH exact tests.

## Results

### Gene expression and phenotypic analysis of cell lines expressing p53 RNAi

To study the effects of p53 loss *in vitro*, an RNAi construct specific for p53 [6] was stably expressed in MCF-7, ZR-75-1, ME16C and HME-CC cells. 

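RNA from MCF-7, ZR-75-1, HME-CC and ME16C cells, each as the parent line and as the line with the p53-RNAi construct, was measured on 48 dual-color oligonucleotide arrays. MCF-7 and ZR-75-1 are luminal breast cancer lines, and HME-CC and ME16C are immortalized human mammary epithelial cells (HMECs), the basal-like models of the paper. Parent and p53-RNAi cells were treated with doxorubicin (DOX), an anthracycline that damages DNA, or were sham-treated, and were harvested at 12, 24 and 36 h. This gives 16 groups of 3 arrays, 12 arrays for each of the 4 cell lines. The 3 harvest times of a group stand as its 3 replicates, as in the paper, so that standard deviations and standard errors also hold any change with time. The sample was labelled with Cy5 and a pool of RNA from the same cell line with Cy3. The values are ratios of Cy5 to Cy3 that the authors had normalized within each array, and they were read as log2 ratios, although their base is not stated with them. The p53-RNAi and parent arrays of a line share their pool, which cancels in the difference between them. Cells with an empty or a mismatch vector were not analysed here, so that effects of transduction and of puromycin selection cannot be told apart from those of p53 loss. The 46 arrays of the main array design hold 22575 features, of which 15695 are paired with 1 gene symbol, 4 with several and 6876 with none. Features of a gene were averaged, which gave 14227 genes. The other 2 arrays, from p53-RNAi ME16C cells at 36 h of DOX and parent ME16C cells at 24 h of DOX, are of another design and were used only as an alternative, so that DOX-treated ME16C cells were compared as 2 arrays against 2. These were p53-RNAi arrays of 12 and 24 h and parent arrays of 12 and 36 h, so that p53 status and harvest time are partly mixed there. At least 99.1% of the features had a value on each array of the main design, and the medians of the arrays lay between -0.011 and 0. Groups were compared with limma, with the arrays of a cell line in 1 fit, as p53-RNAi minus parent cells within a treatment. Each test covered the 14194 to 14226 genes with a value on at least 70% of the arrays and on at least 2 arrays of each group, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called changed. The number of arrays limits the precision: of changes of 2 on the log2 scale placed into simulated arrays of the same number, 81% to 99% were called in the comparisons within a cell line, and of changes of 1, 10% to 69%. The simulated arrays held changes in many genes at once and noise that was independent between genes, without an effect of harvest time. These shares therefore need not hold in a real comparison, above all one with few changed genes. No feature of the main design is annotated as TP53, so that its own transcript was not followed here.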

All four cell lines had wildtype p53 sequence and expressed functional p53 (showed p53 induction in response to treatment with DOX, Figure 1) prior to transduction with the p53-RNAi retroviral construct. Expression of p53-RNAi substantially knocked down p53 protein levels in both treated and untreated cells (Figure 1).

The phenotypic effects of p53 knock-down varied by cell line (Figure 2). MCF-7 cells became more resistant to DOX, while ZR-75-1, ME16C and HME-CC cells displayed no change in DOX sensitivity. Consistent with the different responses in the DOX sensitivity assay, gene expression signatures significantly associated with p53 loss (in 2-class SAM analyses) were different for each cell line and cell type (gene lists are given in Additional File 1). 

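Some of the genes with large changes are given here by line and treatment. CEP55, CCNB2, MELK, STMN1 and MKI67 were called higher with p53-RNAi in DOX-treated MCF-7, ZR-75-1 and HME-CC cells alike. The lines were not tested against each other. In DOX-treated HME-CC cells CEP55, which is needed for the separation of daughter cells, was higher with p53-RNAi by 4.24 (standard error 0.39, adjusted p = 3.4e-04) on the log2 scale, and the mitotic cyclin CCNB2 by 4.02 (standard error 0.59, adjusted p = 0.00572). In DOX-treated MCF-7 cells MELK, a kinase of dividing cells, was higher by 3.06 (standard error 0.53, adjusted p = 0.0131), and STMN1, a protein that binds tubulin, by 2.91 (standard error 0.36, adjusted p = 0.00226). DOX-treated ZR-75-1 cells with p53-RNAi had less GDF15, a secreted factor known as a p53 target (-2.91, standard error 0.38, adjusted p = 0.00290). The same cells had more MCM6, a subunit of the replicative helicase (2.90, standard error 0.48, adjusted p = 0.00741). Without DOX, NR2F1, an orphan nuclear receptor, was lower in p53-RNAi ZR-75-1 cells (-2.91, standard error 0.24, adjusted p = 3.2e-04), with a mean log2 ratio of -0.47 ± 0.04 (SD, n = 3) against 2.44 ± 0.11 (SD, n = 3) in the parents. In sham-treated HME-CC cells the proliferation marker MKI67 was higher by 3.31 (standard error 0.55, adjusted p = 0.0351). All of these genes moved the same way at all 3 harvest times. The rule for naming genes with large changes asked for this, so that it is not a separate result. The call of MELK was lost without the p53-RNAi DOX array of 12 h (adjusted p = 0.0736) or 24 h (0.0549) or the parent DOX array of 36 h (0.0676). The call of MKI67 was lost without the parent DOX array of 12 h (adjusted p = 0.0577), 24 h (0.0550) or 36 h (0.0587), the p53-RNAi sham array of 12 h (0.0536) or 24 h (0.0921) or the parent sham array of 12 h (0.176), 24 h (0.128) or 36 h (0.161). Without all 24 h arrays, an alternative chosen after the data had been seen, CCNB2 (adjusted p = 0.129), STMN1 (0.0696), GDF15 (0.0647), MCM6 (0.154) and MKI67 (0.274) were not called, and MELK had too few values to be tested.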

As shown in Figure 3, MCF-7 and ZR-75-1 cells showed a stronger p53-dependent signature following treatment with DOX. 

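In DOX-treated MCF-7 cells 157 genes were higher and 43 lower with p53-RNAi, and in DOX-treated ZR-75-1 cells 282 were higher and 115 lower. In sham-treated ZR-75-1 cells 11 genes were higher and 9 lower. Sham-treated MCF-7 cells had 0 genes past an adjusted p of 0.05 from limma, with 548 genes at an unadjusted p under 0.05 and 1 gene by SAM. The 548 genes are 3.9% of those tested, below the share of 0.05 expected where no gene changes. The difference between the p53-RNAi effects with and without DOX was also tested itself. In MCF-7 cells it was called for 1 gene, CDKN3, a phosphatase that acts on cyclin-dependent kinases (2.76, standard error 0.31, adjusted p = 0.0113), and in ZR-75-1 cells for 0 genes by limma (661 at an unadjusted p under 0.05, 4.6% of those tested and so also below that share). In DOX-treated MCF-7 cells CDKN3 stood at a log2 ratio of 0.56 ± 0.19 (SD, n = 3) with p53-RNAi and -2.09 ± 0.30 (SD, n = 3) in the parents. With harvest time as a block, since the arrays of a harvest time resembled each other in DOX-treated MCF-7 cells, the count there was 306, and the difference in MCF-7 cells was called for 3 genes. With arrays scaled to equal spread that difference was called for 23 genes. From the arrays of the compared groups alone, 92 genes were called in DOX-treated MCF-7 cells and 138 in DOX-treated ZR-75-1 cells. With all cell lines in one fit these counts were 170 and 211. The count of DOX-treated MCF-7 cells was 63 and 106 without the p53-RNAi DOX arrays of 12 and 24 h, and 359, 86 and 81 without the parent DOX arrays of 12, 24 and 36 h. Sham-treated MCF-7 cells had 1 gene called without the parent sham array of 12 h. In ZR-75-1 cells the DOX count was 177 and 250 without the p53-RNAi DOX arrays of 24 and 36 h, and 170 and 157 without the parent DOX arrays of 24 and 36 h. The sham count was 8 and 9 without the p53-RNAi sham arrays of 12 and 24 h, and 8, 11 and 7 without the parent sham arrays of 12, 24 and 36 h. The test of the difference depended on single arrays as well. In MCF-7 cells it called 0 and 0 without the p53-RNAi DOX arrays of 12 and 24 h, 104 and 0 without the parent DOX arrays of 12 and 36 h, 0 without the p53-RNAi sham array of 24 h, and 2 and 0 without the parent sham arrays of 12 and 36 h. In ZR-75-1 cells it called 1 and 1 without the p53-RNAi DOX arrays of 12 and 24 h, and 104 without the parent DOX array of 12 h. The adjusted p of CDKN3 was over 0.05 without the p53-RNAi DOX array of 12 h (0.0658) or 24 h (0.0546), the parent DOX array of 36 h (0.0532), the p53-RNAi sham array of 24 h (0.0509) or the parent sham array of 36 h (0.0617). After all 24 h arrays were left out, an alternative chosen after the data had been seen, limma called 0 genes in DOX-treated MCF-7 cells (1137 at an unadjusted p under 0.05), 31 in DOX-treated ZR-75-1 cells and 9 in sham-treated ZR-75-1 cells.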

The immortalized HMECs, conversely, showed stronger p53-dependent signatures in the absence of DOX (i.e. parents vs. RNAi, both untreated). 

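HME-CC cells had 34 genes higher and 6 lower with p53-RNAi without DOX, and 105 higher and 6 lower with DOX. The balance of higher and lower genes depended on the test, but more genes were called with DOX than without it under every alternative tried. This order is opposite to the one that the paper describes for the immortalized HMECs. SAM called 126 higher and 25 lower without DOX, and 231 and 0 with it. With all cell lines in one fit there were 103 and 85 without DOX and 211 and 100 with it. In sham-treated HME-CC cells the extracellular matrix protein ABI3BP was higher by 2.96 (standard error 0.40, adjusted p = 0.0189) on the log2 scale. In DOX-treated HME-CC cells TOP2A, the topoisomerase that DOX acts on, was higher by 3.88 (standard error 0.59, adjusted p = 0.00738). Sham-treated ME16C cells had 0 genes past the threshold with limma, with 2206 at an unadjusted p under 0.05 (15.5% of those tested) and 48 by SAM. DOX-treated ME16C cells, with 2 arrays against 2, had 0 genes higher and 1 lower (870 at an unadjusted p under 0.05, 6.1% of those tested, and 29 by SAM). The lower gene was RRM2B, the p53-inducible small subunit of ribonucleotide reductase, at -0.50 ± 0.05 (SD, n = 2) with p53-RNAi and 1.79 ± 0.23 (SD, n = 2) in the parents, a difference of -2.30 (standard error 0.28, adjusted p = 0.0450). With all cell lines in one fit 870 genes were called in sham-treated ME16C cells, 434 higher and 436 lower, and 69 in DOX-treated ones. In ME16C cells the order thus depended on the test. By SAM and in this fit more genes were called without DOX, as the paper's text has it. More were called with DOX in the main test, with scaled arrays (0 and 6) and with both array designs joined (0 and 20). Tested itself, the difference between the p53-RNAi effects with and without DOX was called for 0 genes by limma in HME-CC cells (231 at an unadjusted p under 0.05, 1.6% of those tested) and for 0 in ME16C cells (530, 3.7%). Both counts lie below the share of 0.05 expected where no gene changes. With harvest time as a block the count was 253 in DOX-treated HME-CC cells and 177 in sham-treated ones. With arrays scaled to equal spread sham-treated HME-CC cells had 2 genes higher and 0 lower. Without all 24 h arrays, an alternative chosen after the data had been seen, limma called 0 genes in sham-treated HME-CC cells (1052 at an unadjusted p under 0.05) and 40 in DOX-treated ones. The HME-CC sham count was 68 without the p53-RNAi DOX array of 36 h, 12, 17 and 15 without the parent DOX arrays of 12, 24 and 36 h, 3 and 20 without the p53-RNAi sham arrays of 24 and 36 h, and 3, 4 and 2 without the parent sham arrays of 12, 24 and 36 h. The HME-CC DOX count was 63 and 52 without the parent DOX arrays of 24 and 36 h, and 172 without the p53-RNAi sham array of 24 h. For DOX-treated ME16C cells the count was 76 and 2 without the p53-RNAi DOX arrays of 12 and 24 h, 0 and 2 without the parent DOX arrays of 12 and 36 h, 0, 0 and 0 without the p53-RNAi sham arrays of 12, 24 and 36 h, and 0, 0 and 3 without the parent sham arrays of 12, 24 and 36 h. For the difference in ME16C cells it was 37 and 1 without the p53-RNAi DOX arrays of 12 and 24 h, and 2 without the parent DOX array of 36 h. RRM2B was not called without the p53-RNAi DOX array of 24 h (adjusted p = 0.113), the parent DOX array of 12 h (0.103) or 36 h (0.210), the p53-RNAi sham array of 12 h (0.0609), 24 h (0.0570) or 36 h (0.0502) or the parent sham array of 12 h (0.107) or 24 h (0.111). ABI3BP was not called without the p53-RNAi sham array of 24 h (adjusted p = 0.0620) or the parent sham array of 12 h (0.0921), 24 h (0.0671) or 36 h (0.117).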

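Genes known to be activated by p53 were on average lower with p53-RNAi in every line. Of 38 measured genes of a list of p53 targets, written before the data were examined, 13 fell and none rose in DOX-treated MCF-7 cells (26 fell when adjusted over the list alone). TP53INP1, a stress-induced regulator of p53, fell there by 1.96 (standard error 0.24, adjusted p = 0.00226) on the log2 scale, and the annexin ANXA4 by 1.33 (standard error 0.17, adjusted p = 0.00226). In DOX-treated ZR-75-1 cells 19 of them fell (25 over the list alone), among them RRM2B (-2.22, standard error 0.19, adjusted p = 4.6e-04), the ribosomal protein homolog RPS27L (-1.74, standard error 0.21, adjusted p = 0.00202) and the kinase PLK2 (-1.59, standard error 0.19, adjusted p = 0.00217). In the other comparisons the number that fell was 2 in sham-treated ZR-75-1 cells, 1 in sham-treated HME-CC cells and 1 in DOX-treated ME16C cells (4, 13 and 16 over the list alone). It was 0 by limma in sham-treated MCF-7 cells, 0 in sham-treated ME16C cells and 0 in DOX-treated HME-CC cells (1, 14 and 7 over the list alone). Over the list alone 2 of the genes rose in sham-treated ME16C cells, 1 in DOX-treated ZR-75-1 cells and 1 in DOX-treated HME-CC cells. The mean log2 fold change of the list was -0.81 in MCF-7 cells, -0.92 in ZR-75-1 cells, -0.41 in HME-CC cells and -0.95 in ME16C cells under DOX, and -0.25, -0.32, -0.58 and -0.68 under sham. By camera with its preset correlation the list was lower than the other genes in all 8 comparisons (adjusted p from 5.7e-33 to 5.7e-06). None of these calls held with an estimated correlation: adjusted p = 0.0842 with an estimated correlation in MCF-7, 0.0812 in ZR-75-1, 0.0909 in HME-CC and 0.0610 in ME16C cells under DOX, and 0.349, 0.173, 0.0909 and 0.0909 under sham. Of all 306 tests of 18 lists, 122 passed with the preset correlation and 0 with an estimated one. The number of p53 targets that fell in DOX-treated MCF-7 cells was 2 and 8 without the p53-RNAi DOX arrays of 12 and 24 h and 6 and 5 without the parent DOX arrays of 24 and 36 h. In DOX-treated ZR-75-1 cells it was 12 without the p53-RNAi DOX array of 24 h and 12 and 12 without the parent DOX arrays of 24 and 36 h. With each array left out in turn it was 1 to 2 in sham-treated ZR-75-1 cells, 0 to 3 in sham-treated HME-CC cells and 0 to 1 in DOX-treated HME-CC cells. In an alternative chosen after the data had been seen, which left out all 24 h arrays, it was 0 by limma in DOX-treated MCF-7 cells (1137 genes of any kind at an unadjusted p under 0.05) and 10 in DOX-treated ZR-75-1 cells. There TP53INP1 (adjusted p = 0.0696) and ANXA4 (0.0696) were not called.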

Analysis of SAM-derived gene lists using gene ontology software (EASE) showed enrichment for categories of genes with known relevance to p53 function. For example, among the DOX-treated samples (DOX-treated parent vs. DOX-treated RNAi-expressing), three cell lines (HME-CC, MCF-7 and ZR-75-1) increased genes involved in mitosis after transduction with p53-RNAi. 

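Of 41 measured genes of mitosis, listed before the data were examined, 28 rose with p53-RNAi in DOX-treated MCF-7 cells, 26 in ZR-75-1 cells and 23 in HME-CC cells, and none fell (36, 34 and 37 rose when adjusted over the list alone). In MCF-7 cells DLGAP5, a spindle protein, rose by 2.05 (standard error 0.23, adjusted p = 0.00202) on the log2 scale, and the spindle pole protein ASPM by 2.28 (standard error 0.25, adjusted p = 0.00202). In ZR-75-1 cells the checkpoint kinase BUB1B rose by 1.92 (standard error 0.24, adjusted p = 0.00246), and PRC1, which bundles the microtubules of the central spindle, by 2.33 (standard error 0.31, adjusted p = 0.00299). In HME-CC cells CDK1, the kinase that drives entry into mitosis, was at 2.67 ± 0.70 (SD, n = 3) with p53-RNAi and at -1.79 ± 0.01 (SD, n = 3) in the parents, a rise of 4.46 (standard error 0.39, adjusted p = 3.4e-04). The mean of the list on each array lay at 0.30 ± 0.09 (SD, n = 3) in p53-RNAi MCF-7 cells under DOX and at -1.36 ± 0.54 (SD, n = 3) in the parents. It lay at -0.16 ± 0.21 (SD, n = 3) and -1.43 ± 0.49 (SD, n = 3) in ZR-75-1 cells, and at 1.20 ± 0.57 (SD, n = 3) and -0.99 ± 0.08 (SD, n = 3) in HME-CC cells. The mean log2 fold change was 1.66 in MCF-7 cells (adjusted p = 5.0e-87 from camera with its preset correlation), 1.27 in ZR-75-1 cells (5.2e-52) and 2.19 in HME-CC cells (9.2e-124). None of the calls held with an estimated correlation: adjusted p = 0.0842 with an estimated correlation in MCF-7, 0.113 in ZR-75-1 and 0.0812 in HME-CC cells. The genes named here kept their calls with each array of their line left out. Of the mitosis genes 17 without the p53-RNAi DOX array of 24 h and 16 and 17 without the parent DOX arrays of 24 and 36 h rose in ZR-75-1 cells. Without all 24 h arrays, an alternative chosen after the data had been seen, DLGAP5 (adjusted p = 0.0696), ASPM (0.0696), BUB1B (0.0832) and PRC1 (0.0887) were not called. Of the mitosis genes 0 by limma were then called higher in MCF-7 cells (1137 genes of any kind at an unadjusted p under 0.05), 0 in ZR-75-1 cells and 11 in HME-CC cells. In HME-CC cells the mean of 22 stromal genes was higher with p53-RNAi under DOX as well, by 0.75 (adjusted p = 1.3e-08 from camera with its preset correlation, adjusted p = 0.116 with an estimated correlation). Of these genes 5 rose (8 over the list alone). Among them were the collagen COL3A1, by 3.85 (standard error 0.45, adjusted p = 0.00153), and the microfibril gene FBN1, by 2.07 (standard error 0.22, adjusted p = 8.3e-04). With each array left out in turn 2 to 5 of them rose.

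**Figure D1:**
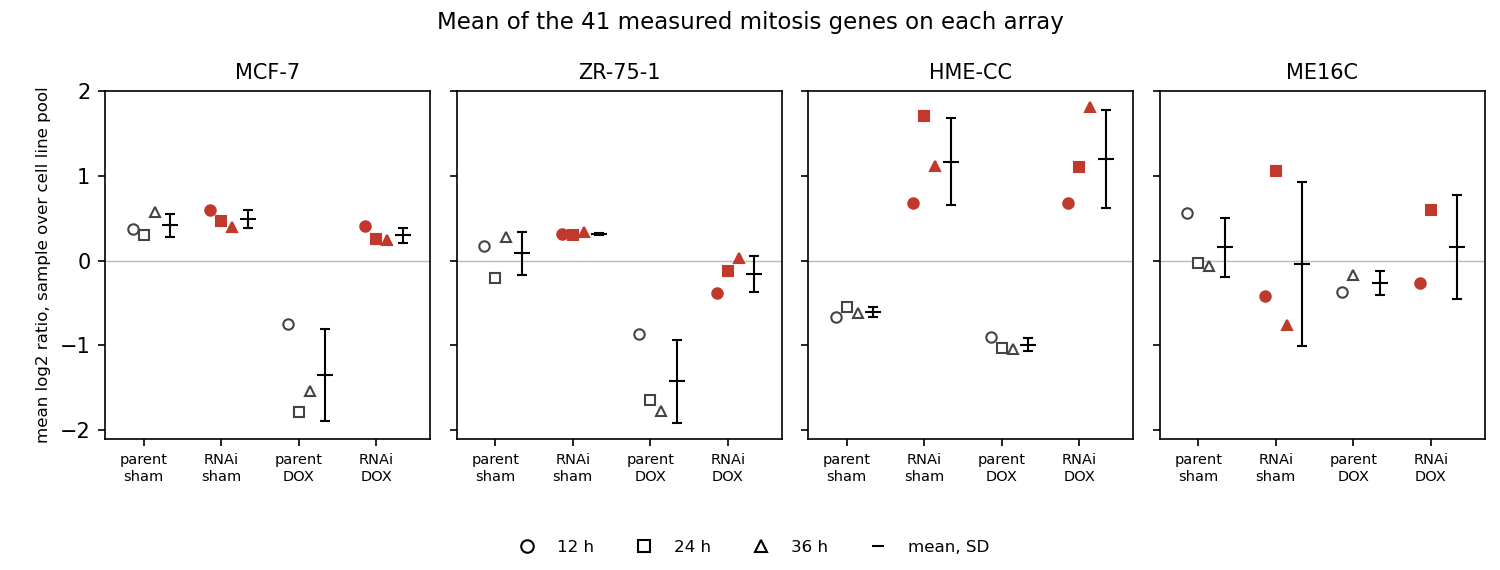
Mean log2 ratio of the 41 measured mitosis genes, to the pool of the cell line, on each array (vertical axis), by cell line, p53 status and treatment; open symbols are parent arrays and filled symbols p53-RNAi arrays of 12 h (circles), 24 h (squares) and 36 h (triangles), and bars the group mean with its SD (n = 3, or n = 2 for DOX-treated ME16C cells). In DOX-treated MCF-7, ZR-75-1 and HME-CC cells all p53-RNAi arrays lie above the parent arrays of their line.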

ME16C did not induce categories of mitosis genes, but did suppress negative regulators of cell proliferation. 

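In DOX-treated ME16C cells none of the 41 mitosis genes passed the test on its own (0 rose over all genes tested with limma, and 0 adjusted over the list alone). SMC2, a condensin subunit, was at 0.87 ± 0.10 (SD, n = 2) with p53-RNAi and -0.63 ± 0.11 (SD, n = 2) in the parents, a difference of 1.5 (standard error 0.57, adjusted p = 0.761). The kinase AURKB differed by 0.84 (standard error 0.34, adjusted p = 0.774). On average over the mitosis list the log2 fold change was 0.43, with 38 genes above 0 and 3 below, and the list passed camera with its preset correlation (adjusted p = 1.2e-04; adjusted p = 0.70 with an estimated correlation). This mean was -0.0035 without the p53-RNAi DOX array of 24 h (adjusted p = 0.355) and -0.0028 without all 24 h arrays (adjusted p = 0.746), so that its sign depends on 1 array. The p53-RNAi arrays compared here were of 12 and 24 h and the parent arrays of 12 and 36 h. With harvest time as a block the mean of the mitosis list was -0.012 (adjusted p = 0.488 from camera with its preset correlation). The 2 DOX arrays of the other design had a mean of -0.85 (p53-RNAi, 36 h) and -0.15 (parents, 24 h) for the measured genes of this list. Of 40 negative regulators of proliferation, listed before the data were examined, none passed over all genes tested, and 1 rose and 1 fell when adjusted over the list alone. SFRP1, an inhibitor of Wnt signaling, differed by 1.98 (standard error 0.36, adjusted p = 0.157), SESN1, a stress-induced p53 target, by -1.53 (standard error 0.31, adjusted p = 0.203) and the cytokine IL6 by -1.53 (standard error 0.48, adjusted p = 0.604). The mean of this list was -0.34, with 25 genes below 0 and 15 above, and the list was lower with the preset correlation (adjusted p = 0.0152; adjusted p = 0.370 with an estimated correlation). Without the p53-RNAi DOX array of 12 h its mean was -0.20 (adjusted p = 0.523).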

Significant down-regulation of apoptotic genes was only seen in ZR-75-1 cells.

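Of 42 measured pro-apoptotic genes, listed before the data were examined, 3 fell in DOX-treated MCF-7 cells with p53-RNAi, and 1 fell and 1 rose in DOX-treated ZR-75-1 cells. In MCF-7 cells these were the death receptors FAS (-1.25, standard error 0.21, adjusted p = 0.0109) and TNFRSF10A (-1.02, standard error 0.18, adjusted p = 0.0125) and the p53 target TP53I3 (-2.02, standard error 0.39, adjusted p = 0.0188). In ZR-75-1 cells TP53I3 fell (-1.98, standard error 0.44, adjusted p = 0.0292) and the caspase CASP2 rose (0.97, standard error 0.22, adjusted p = 0.0313), while FAS differed by -0.91 (standard error 0.24, adjusted p = 0.0747). In DOX-treated HME-CC and ME16C cells 0 and 0 of the genes fell by limma; PERP, a membrane protein of p53-induced apoptosis, differed by -1.15 (standard error 0.57, adjusted p = 0.663) in HME-CC cells, and TP53I3 by -1.63 (standard error 0.49, adjusted p = 0.574) in ME16C cells. Adjusted over the list alone, 3 genes fell in MCF-7 cells, 4 fell and 1 rose in ZR-75-1 cells, and 0 and 0 fell in HME-CC and ME16C cells. As a whole the list was not called by camera in any of the 4 lines, with mean log2 fold changes of -0.067 in MCF-7 (adjusted p = 0.293), -0.064 in ZR-75-1 (0.686), -0.034 in HME-CC (0.738) and -0.21 in ME16C cells (0.110). It was called in MCF-7 cells by fry, which tests whether the members move one way (adjusted p = 0.0306), and by camera in ME16C cells without the p53-RNAi DOX array of 24 h (mean -0.32, adjusted p = 0.0271). Of the MCF-7 calls, FAS was lost without the p53-RNAi DOX array of 12 h (adjusted p = 0.0702) or the parent DOX array of 24 h (0.0535) or 36 h (0.0636). TNFRSF10A was lost without the p53-RNAi DOX array of 12 h (adjusted p = 0.0702) or 36 h (0.0519) or the parent DOX array of 24 h (0.0586). TP53I3 was lost there without the p53-RNAi DOX array of 12 h (adjusted p = 0.0942) or 36 h (0.0739) or the parent DOX array of 36 h (0.0676). In ZR-75-1 cells TP53I3 was lost without the p53-RNAi DOX array of 12 h (adjusted p = 0.103) or 36 h (0.108) or the parent DOX array of 36 h (0.0513), and FAS was called without the parent sham array of 24 h (0.0492). CASP2 was lost there without the p53-RNAi DOX array of 12 h (adjusted p = 0.0809), 24 h (0.130) or 36 h (0.0714), the parent DOX array of 12 h (0.0885), 24 h (0.0596) or 36 h (0.108) or the parent sham array of 36 h (0.0516).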

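The mean p53-RNAi effect on genes of mitosis and of DNA replication was larger with DOX than without it in the luminal lines by camera with its preset correlation. None of these differences was called with an estimated correlation. By fry both lists passed in MCF-7 cells (adjusted p = 0.0123 and 0.0370). In ZR-75-1 cells the replication list passed by fry (adjusted p = 0.0376), and the mitosis list did not. In MCF-7 cells the mean of the mitosis list differed between the p53-RNAi effects under DOX and under sham by 1.59 on the log2 scale (adjusted p = 4.1e-69 from camera with its preset correlation; adjusted p = 0.0842 with an estimated correlation). Adjusted over the list alone, 30 members rose. CDK1 differed by 2.92 (standard error 0.48, adjusted p = 0.113), the septin-binding protein ANLN by 2.74 (standard error 0.45, adjusted p = 0.113) and securin (PTTG1) by 2.68 (standard error 0.45, adjusted p = 0.113). CDK1 was called with harvest time as a block (adjusted p = 0.0319), and all 3 were called without the parent DOX array of 12 h (adjusted p = 0.00279 for CDK1, 6.5e-04 for ANLN and 1.1e-04 for PTTG1). In ZR-75-1 cells the mitosis list differed by 1.03 (adjusted p = 1.6e-38; adjusted p = 0.143 with an estimated correlation), with PRC1 at 2.05 (standard error 0.44, adjusted p = 0.362), called without the parent DOX array of 12 h (adjusted p = 0.00345). There 22 members rose when adjusted over the list alone. Genes of DNA replication and S phase differed by 1.20 in MCF-7 cells (adjusted p = 8.1e-42; adjusted p = 0.0951 with an estimated correlation) and by 1.10 in ZR-75-1 cells (adjusted p = 5.5e-50; adjusted p = 0.0909 with an estimated correlation). In HME-CC cells the mitosis list differed by 0.43 (adjusted p = 2.1e-05; adjusted p = 0.600 with an estimated correlation) and in ME16C cells by 0.63 (adjusted p = 5.8e-05; adjusted p = 0.70 with an estimated correlation). The latter rests on 2 DOX arrays in each group, of partly different harvest times. With harvest time as a block it was 0.18 (adjusted p = 0.187 from camera with its preset correlation). In the main fit 0 and 0 members passed the test in HME-CC and ME16C cells when adjusted over the list alone. The p53 targets differed by -0.56 in MCF-7 cells (adjusted p = 6.7e-12; adjusted p = 0.14 with an estimated correlation) and by -0.60 in ZR-75-1 cells (adjusted p = 6.0e-15; adjusted p = 0.0909 with an estimated correlation). They differed by 0.17 in HME-CC cells (adjusted p = 0.255) and by -0.28 in ME16C cells (adjusted p = 0.0126; adjusted p = 0.370 with an estimated correlation).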

The p53-response observed among DOX-treated cell lines differed from the p53-response in sham-treated cell lines. For example, the luminal-like cell lines (MCF-7 and ZR-75-1) that had the largest transcriptional response to DOX, showed a modest response to p53 loss in sham-treated samples (sham-treated parent versus sham-treated RNAi-expressing). 

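In parent cells DOX raised genes activated by p53 and lowered genes of mitosis in both luminal lines. MCF-7 parents had 182 genes higher and 385 lower under DOX than under sham, and ZR-75-1 parents 132 higher and 232 lower. HME-CC parents had 0 genes past the threshold with limma (227 at an unadjusted p under 0.05, 1.6% of those tested), and ME16C parents 0 (896, 6.3%). Where no gene changes, a share of 0.05 is expected at that p, so that the HME-CC count lies below it. In ME16C parents 102 genes were called with all cell lines in one fit, 17 with arrays scaled to equal spread and 16 with both array designs joined. In MCF-7 parents 24 of the 38 p53 targets rose, such as TIGAR, a regulator of glycolysis (2.18, standard error 0.20, adjusted p = 3.2e-04). In ZR-75-1 parents 18 did, such as GDF15 (3.40, standard error 0.38, adjusted p = 0.00152). When adjusted over the list alone, 30 and 31 rose. Of the 41 mitosis genes, 31 fell in MCF-7 parents and 32 in ZR-75-1 parents (36 and 36 over the list alone). In the former DLGAP5 fell by 2.10 (standard error 0.23, adjusted p = 5.8e-04) and the kinetochore gene NDC80 fell by 2.67 (standard error 0.29, adjusted p = 5.8e-04). In the latter CENPF fell by 2.29 (standard error 0.26, adjusted p = 0.00152). The mean change of the mitosis list was -1.78 in MCF-7 parents (adjusted p = 2.0e-66; adjusted p = 0.0909 with an estimated correlation) and -1.51 in ZR-75-1 parents (adjusted p = 5.1e-66; adjusted p = 0.0909 with an estimated correlation). It was -0.38 in HME-CC parents (adjusted p = 7.5e-09; adjusted p = 0.476 with an estimated correlation) and -0.43 in ME16C parents (adjusted p = 5.7e-04; adjusted p = 0.733 with an estimated correlation), which had 2 DOX arrays, of 12 and 36 h. With harvest time as a block it was -0.16 in ME16C parents (adjusted p = 0.181 from camera with its preset correlation). The mean change of the p53 targets was 1.25 in MCF-7 parents (adjusted p = 2.2e-41; adjusted p = 0.0812 with an estimated correlation) and 1.05 in ZR-75-1 parents (adjusted p = 8.5e-38; adjusted p = 0.0746 with an estimated correlation). It was 0.14 in HME-CC parents (adjusted p = 0.00361; adjusted p = 0.315 with an estimated correlation) and 0.52 in ME16C parents (adjusted p = 5.5e-10; adjusted p = 0.0909 with an estimated correlation). The parent DOX arrays also serve in the comparisons of p53-RNAi with parent cells under DOX, so that both sets of results share them. The genes named here kept their calls with each array left out. After all 24 h arrays were left out, an alternative chosen after the data had been seen, MCF-7 parents had 31 genes higher and 56 lower, and ZR-75-1 parents 13 and 6, so that the balance turned in ZR-75-1 cells. There GDF15 (adjusted p = 0.0591) and CENPF (0.0603) were not called, and 5 p53 targets rose and 1 mitosis gene fell. In MCF-7 parents 10 and 24 did. In ZR-75-1 parents the number of p53 targets that rose was 10 and 10 without the parent DOX arrays of 24 and 36 h and 10, 11 and 10 without the parent sham arrays of 12, 24 and 36 h. The number of mitosis genes that fell was 16 and 17 without the parent DOX arrays of 24 and 36 h and 17 and 18 without the parent sham arrays of 12 and 36 h. The MCF-7 count was 963, 230 and 258 without the parent DOX arrays of 12, 24 and 36 h, and 282 and 252 without the parent sham arrays of 24 and 36 h. The ZR-75-1 count was 721, 65 and 70 without the parent DOX arrays of 12, 24 and 36 h, 235 without the p53-RNAi sham array of 12 h, and 116, 145 and 119 without the parent sham arrays of 12, 24 and 36 h. In ME16C parents the count was 3 without the parent DOX array of 36 h, and 5 without the p53-RNAi sham array of 36 h.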

Sham-treated MCF-7 cells showed no significant changes and ZR-75-1 cells showed few changes in response to p53 loss. 

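In sham-treated MCF-7 cells no p53 target passed the test over all genes. CCNG1, a cyclin induced by p53, differed between p53-RNAi and parent cells by -1.05 (standard error 0.26, adjusted p = 0.999) on the log2 scale and RPS27L by -0.89 (standard error 0.30, adjusted p = 0.999). Among the genes changed in sham-treated ZR-75-1 cells, the transcription factors FOS and EGR1, immediate early genes that respond to growth signals, were higher with p53-RNAi by 3.34 (standard error 0.52, adjusted p = 0.0262) and 2.86 (standard error 0.34, adjusted p = 0.00438). EGR1 stood at 2.82 ± 0.47 (SD, n = 3) with p53-RNAi and at -0.037 ± 0.28 (SD, n = 3) in the parents. The p53 target RPS27L fell by 1.38 (standard error 0.21, adjusted p = 0.0203). Of the genes called in sham-treated ZR-75-1 cells, 8 of the higher and 8 of the lower ones were also called in the same direction under DOX, where 0.218 and 0.0728 would be shared by chance (adjusted p = 2.1e-11 and 1.0e-15 from Fisher's exact test over genes, which are not independent replicates). Both comparisons also share the estimate of the spread, from 1 fit. The call of FOS was lost without the parent DOX array of 12 h (adjusted p = 0.0529), the p53-RNAi sham array of 12 h (0.138) or 24 h (0.0925) or the parent sham array of 12 h (0.112), 24 h (0.129) or 36 h (0.147). EGR1 kept its call with each array left out, and lost it without all 24 h arrays (adjusted p = 0.251), an alternative chosen after the data had been seen. The call of RPS27L was lost without the p53-RNAi sham array of 12 h (adjusted p = 0.131), 24 h (0.0594) or 36 h (0.104) or the parent sham array of 12 h (0.128) or 36 h (0.122). Of the shared calls, the higher ones were 5 without the p53-RNAi DOX array of 24 h, 3, 3 and 5 without the p53-RNAi sham arrays of 12, 24 and 36 h and 5, 4 and 3 without the parent sham arrays of 12, 24 and 36 h. The lower ones were 5 without the p53-RNAi DOX array of 24 h, 3, 4 and 5 without the p53-RNAi sham arrays of 12, 24 and 36 h and 2 and 3 without the parent sham arrays of 12 and 36 h. Without all 24 h arrays 4 higher and 3 lower calls were shared, and FOS (adjusted p = 0.0923) and RPS27L (0.0579) were not called.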

EASE analysis of the ZR-75-1 changes did not identify categories with clear relevance to p53 signaling. 

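Of 58 measured genes of secreted and matrix proteins, listed before the data were examined, 2 rose and none fell in sham-treated ZR-75-1 cells with p53-RNAi. Both belong to the secretoglobins, small secreted proteins of glandular epithelia. SCGB1D2 (lipophilin B) was at 1.25 ± 0.08 (SD, n = 3) with p53-RNAi and at -0.77 ± 0.13 (SD, n = 3) in the parents, a rise of 2.02 (standard error 0.20, adjusted p = 7.2e-04). SCGB2A2 (mammaglobin A) was at 1.75 ± 0.41 (SD, n = 3) and -1.61 ± 0.66 (SD, n = 3), a rise of 3.35 (standard error 0.34, adjusted p = 7.2e-04). TFF3, a secreted trefoil factor, differed by -0.97 (standard error 0.20, adjusted p = 0.192). When adjusted over the list alone, 3 genes rose and 1 fell. The list was not called by camera: its mean log2 fold change was 0.045 and its median -0.040, opposite in sign, with 25 genes above 0 and 33 below (adjusted p = 0.465).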

Only one down-regulated gene ontology category (extracellular region) was identified. Induced gene categories were transition metal homeostasis genes and genes with unknown roles in biological processes. However, among the basal-like cell line models, ME16C significantly down-regulated anti-apoptosis genes and HME-CC significantly up-regulated mitosis/proliferation genes. 

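The genes of metal homeostasis with the smallest p in sham-treated ZR-75-1 cells were metallothioneins, proteins that bind zinc and copper. MT1E was at 0.15 ± 0.21 (SD, n = 3) with p53-RNAi and at -0.58 ± 0.08 (SD, n = 3) in the parents, a difference of 0.74 (standard error 0.17, adjusted p = 0.307). MT2A differed by 0.77 (standard error 0.20, adjusted p = 0.395), MT1H by 0.78 (standard error 0.22, adjusted p = 0.463) and MT1G by 0.57 (standard error 0.16, adjusted p = 0.510). None of the 27 measured genes of metallothioneins and transition metal homeostasis, listed before the data were examined, passed over all genes tested. Adjusted over the list alone, 4 genes rose and 1 fell. As a whole the list was not called by camera, with a mean log2 fold change of 0.044 and a median of -0.061, opposite in sign (adjusted p = 0.643).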

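In sham-treated HME-CC cells 15 of the 41 mitosis genes rose with p53-RNAi and none fell (37 rose when adjusted over the list alone). PRC1 was higher by 2.66 (standard error 0.35, adjusted p = 0.0180) on the log2 scale and CDK1 by 2.97 (standard error 0.39, adjusted p = 0.0180). The mean of the list was 1.17 ± 0.51 (SD, n = 3) on the p53-RNAi arrays and -0.61 ± 0.06 (SD, n = 3) on the parent arrays. This is a mean log2 fold change of 1.76 (adjusted p = 1.6e-90 from camera with its preset correlation; adjusted p = 0.0842 with an estimated correlation). The mean of the stromal list was higher as well, by 0.56 (adjusted p = 5.1e-06 from camera with its preset correlation, adjusted p = 0.173 with an estimated correlation). Of its 22 genes 2 rose (4 over the list alone), COL3A1 by 3.11 (standard error 0.45, adjusted p = 0.0223) and FBN1 by 1.45 (standard error 0.22, adjusted p = 0.0240). In sham-treated ME16C cells none of 31 anti-apoptosis genes, listed before the data were examined, passed over all genes tested, and 7 fell and 1 rose when adjusted over the list alone. BCL2L1 (BCL-X), which blocks the mitochondrial pathway of apoptosis, was at -1.43 ± 0.17 (SD, n = 3) with p53-RNAi and at 0.38 ± 0.45 (SD, n = 3) in the parents, a difference of -1.81 (standard error 0.26, adjusted p = 0.115). The pentraxin PTX3 differed by -1.76 (standard error 0.31, adjusted p = 0.184). The mean of the anti-apoptosis list was -0.37, with 23 genes below 0 and 8 above (adjusted p = 5.3e-04 from camera with its preset correlation; adjusted p = 0.0932 with an estimated correlation). Other lists moved in the same comparison: the leukocyte list was higher, at 0.37 (adjusted p = 0.00100; adjusted p = 0.228 with an estimated correlation). Signal intensities were not used here, so that it is not known whether the leukocyte genes were above background. The lists of ribosomal proteins and ER stress were lower, at -0.83 (adjusted p = 1.0e-19; adjusted p = 0.315 with an estimated correlation) and -0.90 (adjusted p = 1.2e-09; adjusted p = 0.270 with an estimated correlation). In ribosomal protein genes the HME-CC array of 24 h stood apart in sham-treated p53-RNAi cells, with a mean log2 ratio of 0.11 against 1.21 and 1.99 at 12 and 36 h. In the sham-treated parents the 24 h array lay the other way, at 2.01 against 1.17 and 1.54. The mean log2 fold change of this list in sham-treated HME-CC cells was -0.46 with all arrays (adjusted p = 0.0306 from camera with its preset correlation). Without the 24 h arrays it turned to 0.24 (adjusted p = 0.00182 from the same test). The number of mitosis genes that rose in sham-treated HME-CC cells was 5, 6 and 6 without the parent DOX arrays of 12, 24 and 36 h, 1 and 6 without the p53-RNAi sham arrays of 24 and 36 h and 0, 1 and 0 without the parent sham arrays of 12, 24 and 36 h. That of stromal genes was 0 to 3 with each array left out in turn. Without all 24 h arrays, an alternative chosen after the data had been seen, 0 mitosis and 0 stromal genes rose there by limma (1052 genes of any kind at an unadjusted p under 0.05). PRC1 lost its call without the p53-RNAi sham array of 24 h (adjusted p = 0.0921) or the parent sham array of 12 h (0.0827), 24 h (0.0626) or 36 h (0.117). CDK1 lost it without the p53-RNAi sham array of 24 h (adjusted p = 0.0921) or the parent sham array of 12 h (0.0827) or 36 h (0.117). COL3A1 lost it without the p53-RNAi sham array of 24 h (adjusted p = 0.0948) or 36 h (0.0521) or the parent sham array of 12 h (0.120), 24 h (0.0812) or 36 h (0.123). FBN1 lost it without the parent DOX array of 12 h (adjusted p = 0.0512) or 36 h (0.0519), the p53-RNAi sham array of 12 h (0.0517), 24 h (0.0921) or 36 h (0.0568) or the parent sham array of 12 h (0.124), 24 h (0.0865) or 36 h (0.14).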

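Of the 34 genes higher with p53-RNAi in sham-treated HME-CC cells, 32 were also called higher in the DOX-treated cells, where 0.251 would be shared by chance (adjusted p = 2.5e-67 from Fisher's exact test over genes, which are not independent replicates). Mitosis genes make up 15 of the 32. Both comparisons also share the estimate of the spread, from 1 fit. ANLN, a scaffold of the ring that divides the cell, was higher by 2.43 (standard error 0.34, adjusted p = 0.0189) on the log2 scale without DOX and by 3.65 (standard error 0.34, adjusted p = 3.4e-04) with it. Of the 6 genes lower in each treatment, 1 was shared: GM2A, a lysosomal activator protein, with -1.87 without DOX and -1.47 with it, named after its values were seen. Across genes, the log2 fold changes of the sham-treated and the DOX-treated HME-CC cells had a Pearson correlation of 0.581 and a Spearman correlation of 0.430. The sham call of ANLN was lost without the p53-RNAi sham array of 24 h (adjusted p = 0.0921) or the parent sham array of 12 h (0.0698), 24 h (0.0746) or 36 h (0.123). The number of shared higher genes was 11, 14 and 12 without the parent DOX arrays of 12, 24 and 36 h, 3 and 16 without the p53-RNAi sham arrays of 24 and 36 h and 2, 4 and 2 without the parent sham arrays of 12, 24 and 36 h. That of shared lower genes was 0 to 6 with each array left out in turn. In an alternative chosen after the data had been seen, which left out all 24 h arrays, limma called no gene in the sham-treated cells (1052 at an unadjusted p under 0.05), so that none was shared.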

The strong mitotic signature of sham-treated HME-CC cells showed overlap with the strong mitotic signature observed in DOX-treated HME-CCs. Thus, p53 loss had different effects across cell type and cell line.

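Under DOX, 490 genes were called in MCF-7, ZR-75-1 or HME-CC cells, and 335 of them in 1 line alone. Genes of cell division made up part of what the lines shared: 63 genes were higher with p53-RNAi in all 3, of which 20 were on the mitosis list and 5 on the list of DNA replication genes, and 0 were lower in all 3. MCF-7 and ZR-75-1 cells shared 122 higher genes, where 3.11 would be shared by chance, and 11 lower genes, where 0.348 would (adjusted p = 4.5e-185 and 1.9e-13 from Fisher's exact test over genes, which are not independent replicates). HME-CC cells shared 69 higher genes with MCF-7 cells and 76 with ZR-75-1 cells, where 1.16 and 2.08 would be shared by chance (adjusted p = 8.3e-114 and 5.6e-108 from the same test). TTK, a kinase of the spindle checkpoint, was higher in DOX-treated HME-CC cells by 3.24 (standard error 0.32, adjusted p = 4.7e-04) on the log2 scale. SMC2 was higher under DOX in ZR-75-1 cells by 1.99 (standard error 0.27, adjusted p = 0.00333), while 0 genes were called higher in ME16C cells by limma. Over the 28 pairs of comparisons, the Pearson correlation of the log2 fold changes across genes was lowest, at -0.123, between DOX-treated MCF-7 and sham-treated ME16C cells. Between MCF-7 and ZR-75-1 cells it was 0.378 under DOX and 1.0e-03 under sham. The p53-RNAi effects of different lines were not tested against each other gene by gene. The number of genes higher in all 3 lines was 36 without the MCF-7 p53-RNAi DOX array of 12 h, 37 without the MCF-7 parent DOX array of 36 h, 41 without the ZR-75-1 p53-RNAi DOX array of 24 h, 39 and 40 without the ZR-75-1 parent DOX arrays of 24 and 36 h and 35 without the HME-CC parent DOX array of 36 h. For MCF-7 and ZR-75-1 cells the shared higher genes were 51 and 70 without the MCF-7 p53-RNAi DOX arrays of 12 and 24 h, 67 and 61 without the MCF-7 parent DOX arrays of 24 and 36 h, 67 without the ZR-75-1 p53-RNAi DOX array of 24 h and 69 and 65 without the ZR-75-1 parent DOX arrays of 24 and 36 h. Their shared lower genes were 3 without the MCF-7 p53-RNAi DOX array of 12 h and 18, 7 and 7 without the MCF-7 parent DOX arrays of 12, 24 and 36 h. For HME-CC and MCF-7 cells the shared higher genes were 37 without the MCF-7 p53-RNAi DOX array of 12 h, 44 and 38 without the MCF-7 parent DOX arrays of 24 and 36 h and 37 without the HME-CC parent DOX array of 36 h. For HME-CC and ZR-75-1 cells they were 47 without the ZR-75-1 p53-RNAi DOX array of 24 h, 44 and 45 without the ZR-75-1 parent DOX arrays of 24 and 36 h and 50, 47 and 39 without the HME-CC parent DOX arrays of 12, 24 and 36 h. Genes called in any of the 3 lines were 318 without the ZR-75-1 parent DOX array of 36 h, and genes called in 1 line alone 214 and 208 without the ZR-75-1 parent DOX arrays of 24 and 36 h. Without all 24 h arrays, an alternative chosen after the data had been seen, no gene was called in MCF-7 cells by limma (1137 at an unadjusted p under 0.05), 68 were called in any line and 1 higher gene was shared by HME-CC and ZR-75-1 cells. From the signatures and categories of genes found for each line and treatment, the paper concludes that the effects of p53 loss differ between cell types and cell lines.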

Common patterns of expression shared by most of the four lines were identified using a 2-class SAM (DOX- and sham-treated combined from all parental lines vs. all p53-RNAi expressing lines) to analyze all four cell lines simultaneously. In addition to identifying a common response, this analysis had a larger sample size and thus, had better power to detect a broader range of p53-regulated genes. There were 696 genes which responded significantly to p53 loss in the cell lines (Additional File 2). 

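Across the 4 lines and both treatments, 268 genes were higher and 150 lower in the 23 p53-RNAi arrays than in the 23 parent arrays of the main design. GDF15 was lower by 1.80 (standard error 0.37, adjusted p = 0.00172) on the log2 scale. PKMYT1, a kinase that holds back CDK1, was higher by 1.72 (standard error 0.31, adjusted p = 5.1e-04) and MKI67 by 1.61 (standard error 0.27, adjusted p = 3.1e-04). MKI67 stood at 0.54 ± 0.89 (SD, n = 23) with p53-RNAi and at -1.07 ± 1.04 (SD, n = 23) in the parents. The test, by limma over 14226 genes, took each array as a replicate and ignored cell line and treatment. With cell line, treatment and time as a block, 408 genes were higher and 483 lower, 891 in all. SAM called 640 genes with the permutations drawn, and between 579 and 734 over 10 draws of 100 permutations. The DOX arrays alone gave 334 genes and the sham arrays alone 3. The count was 47 without HME-CC cells, where PKMYT1 (adjusted p = 0.0622) and MKI67 (0.0846) were not called, and 236 without ZR-75-1 cells. It was 31 without all 24 h arrays and 20 with each cell line as 1 replicate.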

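In the comparison across the 4 lines 15 of 38 measured p53 targets fell with p53-RNAi and none rose (26 fell when adjusted over the list alone). RRM2B was at -0.32 ± 0.64 (SD, n = 23) with p53-RNAi and 1.03 ± 0.72 (SD, n = 23) in the parents, a fall of 1.36 (standard error 0.19, adjusted p = 3.9e-05) on the log2 scale. ZMAT3, a zinc finger protein that binds RNA, fell by 0.90 (standard error 0.15, adjusted p = 3.1e-04), and RPS27L by 1.24 (standard error 0.21, adjusted p = 3.1e-04). The mean log2 fold change of the list was -0.60, with 35 genes below 0 and 3 above. The list was lower by camera with its preset correlation (adjusted p = 4.3e-27; adjusted p = 0.0610 with an estimated correlation). Without HME-CC cells 10 of its genes fell, and with each cell line as 1 replicate 7.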

Included in this list were many known direct p53 targets including MDM2, p21 (Cip1), GADD45A, and ribonucleotide reductase M2. All of these genes had lower expression in p53-RNAi lines, consistent with expectation. 

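CDKN1A, the gene of p21 and an inhibitor of cyclin-dependent kinases, fell by 1.78 (standard error 0.30, adjusted p = 3.1e-04) on the log2 scale across the lines. MDM2, the ubiquitin ligase of p53, differed by -0.48 (standard error 0.16, adjusted p = 0.106), with an adjusted p of 0.00987 with cell line, treatment and time as a block. GADD45A, a gene of growth arrest, differed by -0.72 (standard error 0.22, adjusted p = 0.0636), with 0.00314 with the block. RRM2, the ribonucleotide reductase subunit of dividing cells, was at 0.59 ± 0.67 (SD, n = 23) with p53-RNAi and at -0.41 ± 0.60 (SD, n = 23) in the parents, a rise of 1.00 (standard error 0.18, adjusted p = 5.4e-04), while its p53-inducible paralog RRM2B fell. Within the lines CDKN1A was lower on all p53-RNAi arrays than on all parent arrays in each of the 8 comparisons. It fell in ZR-75-1 cells under sham (-2.39, standard error 0.24, adjusted p = 7.2e-04) and under DOX (-1.86, standard error 0.24, adjusted p = 0.00258), in sham-treated HME-CC cells (-2.35, standard error 0.35, adjusted p = 0.0240) and in DOX-treated MCF-7 cells (-1.66, standard error 0.36, adjusted p = 0.0397). The difference was -1.68 (standard error 0.35, adjusted p = 0.0547) in DOX-treated HME-CC cells, where it was called with harvest time as a block (adjusted p = 0.0128). It was -1.14 (standard error 0.36, adjusted p = 0.999) in sham-treated MCF-7 cells, and -1.68 (standard error 0.40, adjusted p = 0.195) and -1.35 (standard error 0.49, adjusted p = 0.738) in sham-treated and DOX-treated ME16C cells. MDM2 fell in DOX-treated MCF-7 cells (-1.12, standard error 0.23, adjusted p = 0.0276), and RRM2 rose in DOX-treated ZR-75-1 cells (1.66, standard error 0.19, adjusted p = 0.00202). In sham-treated HME-CC cells the call of CDKN1A was lost without the parent DOX array of 12 h (adjusted p = 0.0512), the p53-RNAi sham array of 12 h (0.0554) or 24 h (0.107) or the parent sham array of 24 h (0.10) or 36 h (0.144). In DOX-treated HME-CC cells it was called without the p53-RNAi sham array of 24 h (adjusted p = 0.0464) or 36 h (0.0439) or the parent sham array of 12 h (0.0247). In DOX-treated MCF-7 cells the call of CDKN1A was lost without the p53-RNAi DOX array of 12 h (adjusted p = 0.155) or 36 h (0.0519), the parent DOX array of 24 h (0.162) or 36 h (0.146), the p53-RNAi sham array of 12 h (0.0503) or 24 h (0.0578) or the parent sham array of 36 h (0.0570). MDM2 lost its call there without the p53-RNAi DOX array of 12 h (adjusted p = 0.159) or 24 h (0.0680) or the parent DOX array of 24 h (0.0777) or 36 h (0.135).

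**Figure D2:**
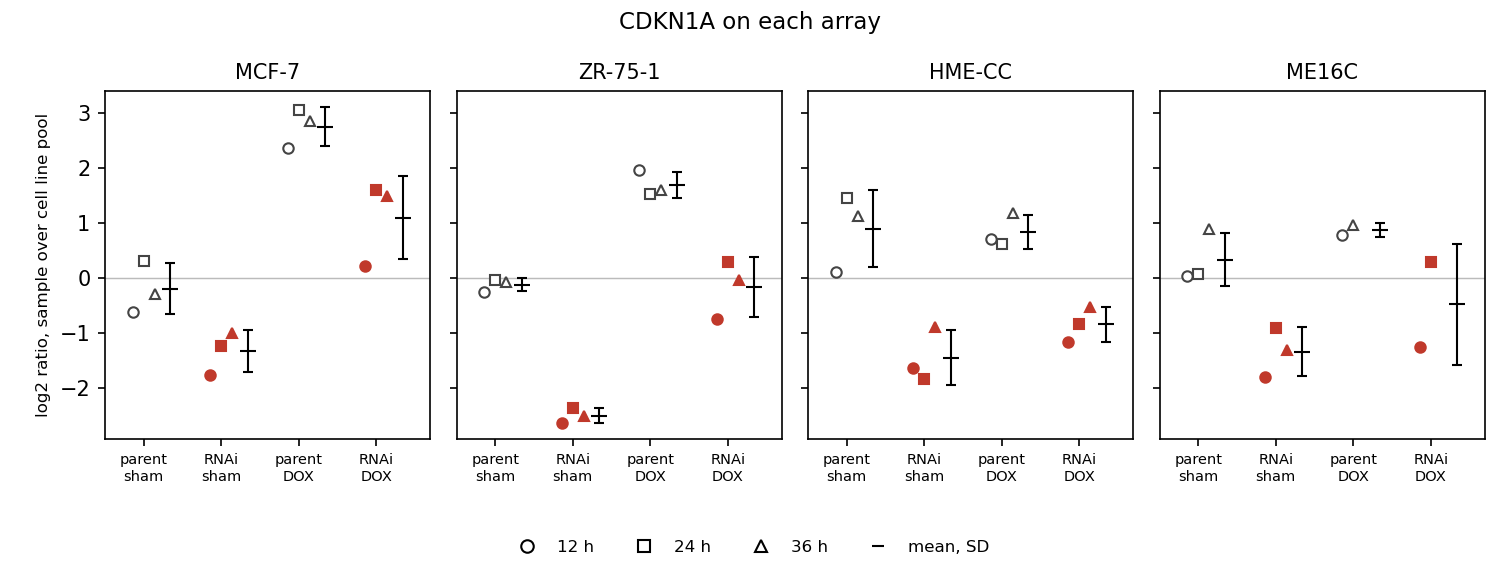
Log2 ratio of CDKN1A, to the pool of the cell line, on each array of the main design (vertical axis), by cell line, p53 status and treatment; open symbols are parent arrays and filled symbols p53-RNAi arrays of 12 h (circles), 24 h (squares) and 36 h (triangles), and bars the group mean with its SD (n = 3, or n = 2 for DOX-treated ME16C cells). In each line and treatment all p53-RNAi arrays lie below all parent arrays, as in MCF-7 cells under DOX, with p53-RNAi arrays up to 1.60 and parent arrays from 2.36.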

In total, 357 of the 696 significantly altered genes had lower expression in p53-RNAi lines; EASE analysis indicated that apoptosis genes, cell death genes, and regulators of programmed cell death were significantly over-represented. Conversely, there were 339 genes (of 696 significantly altered genes) that were more highly expressed in RNAi lines, including genes involved in mitosis, cell cycle control, and regulation of DNA repair.

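Among the genes lower with p53-RNAi across the lines was FAS, a death receptor, which fell by 0.59 (standard error 0.13, adjusted p = 0.00462) on the log2 scale. Of 42 measured pro-apoptotic genes, 1 fell, FAS, and 1 rose, the caspase CASP2 (0.39, standard error 0.11, adjusted p = 0.0413). TP53I3, another p53 target of the list, differed by -0.95 (standard error 0.29, adjusted p = 0.0536), with an adjusted p of 0.00138 with cell line, treatment and time as a block. When adjusted over the list alone, 2 genes fell and 1 rose. For the pro-apoptotic list the mean log2 fold change was -0.086, with 30 genes below 0 and 12 above, and the list was not called by camera (adjusted p = 0.282).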

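Of the 41 mitosis genes, 33 rose with p53-RNAi across the lines and none fell (39 rose when adjusted over the list alone). NCAPG, a subunit of condensin, was higher by 1.43 (standard error 0.24, adjusted p = 3.1e-04) on the log2 scale, and the spindle motor KIF11 by 0.61 (standard error 0.11, adjusted p = 4.2e-04). Of 39 genes of DNA replication and S phase, 28 rose and none fell (34 rose when adjusted over the list alone). The polymerase subunit POLA2 rose by 0.64 (standard error 0.12, adjusted p = 7.3e-04) and HELLS, a chromatin remodeler, by 1.02 (standard error 0.19, adjusted p = 7.3e-04). Of 44 genes of DNA repair, 11 rose and 1 fell (16 and 2 over the list alone). FANCG, of the Fanconi anemia pathway, rose by 0.78 (standard error 0.12, adjusted p = 1.2e-04) and BRCA1, of repair by homologous recombination, by 0.98 (standard error 0.18, adjusted p = 7.3e-04). The gene that fell was XPC, which recognizes damage in nucleotide excision repair (-0.69, adjusted p = 0.00325), named after its values were seen. As list means, log2 fold changes were 0.95 for mitosis (adjusted p = 7.5e-61 from camera with its preset correlation; adjusted p = 0.0610 with an estimated correlation). They were 0.72 for replication (adjusted p = 1.0e-54; adjusted p = 0.0610 with an estimated correlation) and 0.21 for repair (adjusted p = 1.6e-07; adjusted p = 0.0909 with an estimated correlation). These calls depended on HME-CC cells. Without them, and so with fewer arrays, 0 mitosis, 0 replication and 2 repair genes rose, while the list means were still 0.59, 0.62 and 0.17. The adjusted p was then 0.0918 for NCAPG, 0.0726 for KIF11, 0.0681 for POLA2, 0.0614 for HELLS and 0.0642 for BRCA1, while FANCG kept its call (0.0189). With each cell line as 1 replicate 1, 6 and 2 rose, and of the named genes HELLS (0.0466) and FANCG (0.0487) were called. After all 24 h arrays were left out, an alternative chosen after the data had been seen, 1, 1 and 2 rose, and NCAPG (0.0602), KIF11 (0.0511), POLA2 (0.0581) and HELLS (0.0799) were not called.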

### Gene expression signatures of primary tumors with wild-type and mutant p53

Gene expression data for primary breast tumors with known p53 mutation status is publicly available [2,12]. Using this data, we found that the expression of 747 genes was significantly correlated with p53 status (Figure 4A). The hierarchical cluster of these genes across the primary tumors contained two branches (Figure 4B), one enriched for wild-type tumors (left branch, 45 of 53 wildtype samples) and one enriched for mutant tumors (right branch, 34 of 42 mutant samples). A proliferation cluster/signature was differentially expressed across the two branches of the dendrogram (Figure 4C). This cluster had higher expression in p53 mutants, and included the cell cycle associated genes cyclin A2, CDC28 subunit 1B, CDC2, cyclin-dependent kinase inhibitor 3, polo-like kinase, and topoisomerase IIA. EASE analysis confirmed that genes involved in mitosis and cell cycle progression were significantly over-represented in the set of genes that had higher expression in p53 mutant tumors.

A cluster (Figure 4D) enriched for genes associated with the luminal/ER+ tumor subtypes (N-acetyltransferase 1, estrogen receptor 1, putative G-protein-coupled receptor, trefoil factor 3, GATA binding protein 3, and X-box binding protein 1) was also present in this gene set [2,11,12]. This cluster was more highly expressed in wildtype tumors, likely due to a larger representation of luminal tumors in this branch. In fact, when the intrinsic subtype of each of the patients in Figure 4 was determined by clustering all 95 tumor samples using the intrinsic list of Sorlie *et al*. [12], a statistically significant association between p53 status and tumor subtype was observed (p = 0.002), with 31% of luminal tumors and 80% of basal-like tumors having mutant p53. Because the frequencies of p53 status varied significantly by subtype, the list of p53-associated genes defined by SAM includes genes that were associated with subtype. Some of these genes may have no causal association with p53 defects, and thus, refinement of this list using our *in vitro *data was performed.

### Combined *in vitro *and *in vivo *analysis to identify p53-regulated genes

The *in vitro *experiments that we conducted contained isogenic pairs of cell lines that were representative of both luminal and basal-like tumors. The *in vivo *experiments represented tumors derived from 69 different individuals, also representing both luminal and basal-like tumors. By comparing the p53-associated gene lists from the tumors to the cell lines, we refined our gene list and obtained a list of genes that were common to both data sets, representing a stereotypic p53 signature that held across diverse genetic backgrounds. There were 52 genes that were identified in common between the *in vivo *(747 genes) and *in vitro *(696 genes) lists. This 52-gene list retained GATA binding protein 3 and many of the proliferation cluster genes in Figure 4C (ATPase Family AAA domain containing 2, gamma-glutamyl hydrolase, MYBL2, CDC28 subunit 1B, CDC2, cyclin A1). However, this list excluded ER and many of the luminal tumor-associated genes shown in Figure 4D. This list still contains a few p53-regulated genes that are also ER associated (such as GATA3), however their presence on this list cannot be viewed as an artifact of their association with ER status.

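In the comparison across the cell lines, most of the genes named for the proliferation cluster were higher with p53-RNAi. The paper's shared list rests in part on its own comparison of these same cell line arrays. A change of the genes of that list here is therefore not independent evidence. ATAD2, an ATPase that binds chromatin, rose by 1.11 (standard error 0.23, adjusted p = 0.00192) on the log2 scale, CKS1B, a partner of cyclin-dependent kinases, by 1.09 (standard error 0.28, adjusted p = 0.0190) and CDK1, the gene of CDC2, by 1.61 (standard error 0.32, adjusted p = 0.00162). GGH, a folate hydrolase, rose by 0.60 (standard error 0.16, adjusted p = 0.0190) and MYBL2, a transcription factor of the cell cycle, by 0.46 (standard error 0.13, adjusted p = 0.0286). Cyclin A1 (CCNA1) differed by -0.38 (standard error 0.28, adjusted p = 0.653), and cyclin A2 (CCNA2) rose by 0.88 (standard error 0.18, adjusted p = 0.00174). GATA3, a transcription factor of luminal cells, was at -1.05 ± 0.53 (SD, n = 23) with p53-RNAi and at -0.63 ± 0.39 (SD, n = 23) in the parents, a difference of -0.42 (standard error 0.13, adjusted p = 0.0837), with an adjusted p of 0.0438 with cell line, treatment and time as a block. Without the HME-CC arrays the adjusted p was 0.0868 for ATAD2, 0.229 for CKS1B, 0.225 for CDK1, 0.361 for GGH and 0.149 for CCNA2. The tumor data were not used here. Of the genes on its shared list that are also associated with the estrogen receptor, such as GATA3, the paper reasons that their presence there is not an artifact of that association.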

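In the cell lines ESR1, the gene of the estrogen receptor, was at -0.54 ± 0.67 (SD, n = 23) with p53-RNAi and at -0.53 ± 0.48 (SD, n = 23) in the parents, a difference of -0.016 (standard error 0.17, adjusted p = 0.989) on the log2 scale. The acetyltransferase NAT1 differed by 0.012 (standard error 0.12, adjusted p = 0.988) and XBP1, a transcription factor of secretory cells, by -0.42 (standard error 0.20, adjusted p = 0.348). TFF3 differed by -0.39 (standard error 0.16, adjusted p = 0.266), with an adjusted p of 0.0381 with cell line, treatment and time as a block. Of 29 measured genes associated with luminal tumors and the estrogen receptor, listed before the data were examined, 2 fell and none rose across the lines (3 fell when adjusted over the list alone). Over all genes tested these were the zinc transporter SLC39A6 (-0.77, standard error 0.22, adjusted p = 0.0340) and E-cadherin, CDH1 (-0.54, standard error 0.15, adjusted p = 0.0370). The list was not called by camera (mean log2 fold change -0.11, adjusted p = 0.121). Both immortalized lines are part of this comparison, so that it does not give the luminal lines alone. The paper's shared list, which leaves out ESR1 and many luminal genes, rests in part on the same arrays. A lack of change of such genes here is therefore not independent evidence.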

Patterns of expression for these 52 genes are shown across the primary tumor data in Figure 5. Again, two dendrogram branches were evident: one enriched for p53 mutants (Figure 5A) and the other enriched for p53-wildtypes (Figure 5B). Figure 5 also shows two main clusters of genes, one of which (Figure 5C) was enriched for genes that are known to be p53-regulated including p21 (Cip1), BTG2, and damage-specific DNA binding protein 2. EASE analysis confirmed that this cluster, which had lower expression in mutant tumors, contained DNA damage response genes and negative regulators of cell proliferation. The second gene cluster (Figure 5D) was more highly expressed in mutant tumors, and EASE analysis confirmed that this cluster of genes was enriched for mitosis and proliferation genes.

### Survival analyses using the 52-gene p53 signature

Kaplan-Meier survival analysis yielded highly significant survival differences between groups from Figure 5A (mutant-like) and 5B (wildtype-like) using the Sorlie *et al*. data. As shown in Figure 6, the 52-gene expression signature (p = 0.001) significantly predicted overall survival (OS), while true mutation status on this set of samples was not significant (p = 0.06). The expression signature (p = 2.2 × 10^-5^) and true mutation status (p = 0.001) also significantly predicted relapse-free survival (RFS). To further evaluate the prognostic value of this 52-gene signature, we performed survival analyses using two independent breast tumor data sets [published by Chang *et al*. (2005) and Miller *et al*. (2005)]. Kaplan-Meier analysis showed that this signature significantly predicted OS (Figure 5C, p = 7.2 × 10^-10^) and RFS (p = 2.6 × 10^-7^) for the Chang *et al*. dataset, and disease-specific survival (p = 0.007, RFS and OS data unavailable) for the Miller *et al*. dataset. We also performed multivariate analysis, using the Chang *et al*. dataset. Controlling for standard clinical predictors (ER, grade, node status, size, age, and treatment), Cox proportional hazards ratios were estimated for both OS (RH, 95% CI: 2.4, 1.3 – 4.4) and RFS (RH, 95% CI: 1.9, 1.2 – 3.0). Thus, independent of standard clinical predictors the p53 expression classifier significantly predicted both OS (p = 0.006) and RFS (p = 0.006).

In our training data set (Sorlie *et al*.), the gene expression classifier had 82% agreement with sequence-based mutation status. True mutation status data was not available for the Chang et al. data set, but our classifier had 82% agreement with sequence-based mutation status in the Miller *et al*. data set. We were able to examine the location and type of mutations and compare them to classifier results using the Miller et al. data. Of the 29 mutants incorrectly classified as wildtype, 25 (86%) were either missense mutations or in-frame insertions/deletions. This differs significantly (p = 0.02) from the percentage of mutations that were missense or in-frame among correctly classified mutants (58%). Among the missense tumors, mutations in DNA binding domains of the p53 protein were also significantly more frequent (p = 0.01) in tumors classified as mutant (87%) than wildtype (45%).

## Discussion

Identification of a p53-responsive signature in breast cancer is confounded by associations with important tumor characteristics like ER status. The common p53 expression signature shared by cell lines and tumors in this study addressed this confounding by conducting cell lines experiments with ER positive and ER negative cell lines, and using experimental data to refine the gene lists derived from observational studies in patients. The resulting 52 gene, p53-associated list contained two biologically relevant gene clusters corresponding to downregulated and upregulated genes. This finding is consistent with the previous literature showing that p53 transactivates genes such as p21 and GADD45 and transrepresses genes such as topoisomerase IIA and CDC2. Inactivation of p53 affects both transactivation and transrepression to alter cell growth. Inactivation of p53 is also likely to cause downstream, indirect effects. As more research is conducted to identify pathway signatures [17,18], evidence is growing that most, if not all, pathway signatures include both direct and indirect targets. However, these signatures still appear to show pathway-specific activity and represent valuable assays for pathway activity [19]. So, while we cannot conclude that these are exclusively direct targets of p53, genes in our signature do represent a common response to p53 loss in the breast.

This common p53-response list is biologically relevant, as shown by its ability to predict survival in patients across multiple true test data sets. Some of the genes in the common expression profile have been previously identified in other signatures of prognostic relevance (e.g. proliferation-associated genes) and are likely to be regulated by multiple oncogenic pathways. Our aim was not to identify a new prognostic signature that improves on previously published signatures. Rather, we aimed to demonstrate that events that are downstream of functional p53 loss are clearly associated with prognostic outcome, and are therefore biologically relevant. The predictive accuracy of p53-dependent gene expression profiles [14] supports a role for p53 in breast cancer prognosis. Previous estimates of the relative hazard (RH) associated with p53 loss range from 1 (no effect) to 23 [20]. Our data suggests that this variability may relate to limitations of the methods for characterizing p53 status. p53 mutation status is most commonly characterized by direct DNA sequencing or by immunohistochemistry (IHC). Sequencing analysis cannot distinguish sequence variants with and without functional consequences. A meta-analysis of p53 mutation databases has demonstrated methodological biases associated with sequence-based mutation status [21]. IHC analysis treats accumulation of p53 protein as indicative of mutation; thus, IHC is biased toward identification of missense mutants and completely misses mutations that cause loss of p53 protein. With either IHC or sequence analysis, a narrow emphasis on p53 mutations can miss functional impairments in the p53 pathway (e.g. MDM2 amplification). These challenges could account for widely divergent estimates of p53's role in prognosis.

Our data analysis also showed that there was good agreement between mutation status and expression profiles. Using our 52 gene list, there was >80% agreement between p53 mutation status and p53 expression class in both the Sorlie *et al*. and Miller *et al*. datasets. This high level of agreement across data sets attests to the fact that the signature is indicative of p53 across a wide range of cell backgrounds. If the signature were merely correlated with proliferation, ER status, or another tumor characteristic, then poor concordance with p53 mutational status would be expected in cross validation. The samples where gene expression and mutation status disagree may represent true differences in the functional p53 pathway. For example, the tumor BC606 was p53 wildtype by sequence but clustered with p53 mutants using the 52 gene classifier. This tumor overexpressed MDM2 mRNA (data not shown), a key negative regulator of p53. Among the false negatives (sequence mutant but wildtype expression signature), our analysis of the Miller et al. data showed that misclassified mutants had higher proportions of mutation types that are likely to be less deleterious (missense mutations and in-frame insertion/deletions).

In addition to identifying a stereotyped signature associated with p53 loss, these results demonstrate that the relative importance of p53-regulated functions such as cell cycle control, DNA repair, and apoptosis are subject to significant inter-individual variation. Each cell line displayed a unique p53 response signature. However, similarities according to cell type were also evident. Both of the HMEC-derived cell lines showed a greater response to p53 loss in the untreated state, while the MCF-7 and ZR-75-1 lines showed a stronger p53-regulated signature following DOX treatment. These results extend previous observations [5] suggesting a difference in p53 signaling pathways between luminal and basal-like breast cancers. These inherent differences in p53 signaling could lead to different selection pressure for p53 loss in each cell type. Such differences could also explain the divergent rates of p53 mutation by subtype that have been reported here and in a population-based study [3].

Our data reconfirmed the complex relation between chemosensitivity and p53 status [22]. Previous reports have demonstrated either heightened chemosensitivity of p53 mutants [23,24] or heightened chemoresistance [25]. This paradox is reflected in our study where the four cell lines we studied varied widely in their DOX sensitivity following p53-knockdown. Because p53 regulates many different pathways, including DNA repair, apoptosis, and cell proliferation, and the balance of these various pathways determines chemosensitivity, it is not surprising to find that both individuals and cell lines have responses to chemotherapy that are difficult to predict. DOX also has many p53-independent toxicity mechanisms, so a divergence in sensitivity across lines may also reflect differences in how DOX toxicity is manifest across lines. These analyses have demonstrated that breast cell lines have individual, distinct responses to p53 loss. The genetic background of a given cell line, including cell type of origin, plays a prominent role in mediating p53 signaling.

A strength of our study was the use of cell line experiments to control a range of variables that influence p53-response. The *in vitro *setting allowed for control of expression of p53 protein, breast cancer subtype, and p53-inducing events [26-29]. However, the *in vitro *approach is limited in that a small number of cell lines can be reasonably examined, representing only a handful of tumors. By combining the *in vitro *expression data with data from human tumors assayed before and after DOX treatment, we examined a much wider range of individual responses to p53 loss than cell line experiments could reasonably examine, and performed a controlled experiment that cannot be accomplished in humans. Previous studies have characterized p53-responses in breast cancer using gene expression data from tumors and statistical models to try to control the effects of breast cancer heterogeneity. For example, in Miller et al. [14], proliferation and ER status were treated as statistical confounders of the p53-gene expression relation (based on p53 status and outcome both having crude associations with grade and ER status). Thus, the final p53-mutant like gene expression profile presented by Miller et al. [14] was derived using a statistical model that adjusted for these variables. Such adjustment assumes that grade and ER status are causally upstream of p53 status. If grade and ER status are downstream of p53 status, this approach will introduce a bias toward exclusion of grade and ER-associated genes, even though those genes are influenced by p53 loss. In short, the validity of statistical adjustment depends upon having the correct model for the relation between breast cancer subtype, ER status, proliferation and p53 biology. In the presence of heterogeneity, experimental and biologically-based methods for assessing gene expression in relation to p53 status are preferable to statistical methods.

Many of the genes associated with p53 loss in this analysis were of prior interest in breast cancer. For example, GATA3 is involved in growth control and maintenance of the differentiated state in breast epithelial cells and has been hypothesized to play a role in tumorigenesis of ER-positive breast tumors [30]. p21 (Cip1), CDC2, and CDC25C are genes involved in p53-mediated regulation of cell cycle arrest [31]. Pituitary tumor-transforming 1 is a recently identified oncogene with p53-dependent and p53-independent functions [32]. Thus, as might be expected, many of the direct and indirect targets of p53 identified here are known p53- and cancer-associated genes. Further investigation of the specific p53 targets that are regulated in common across breast cancers and investigation of those that are differentially regulated across breast cancer subtypes will add to our understanding of the biology of breast cancer and breast cancer subtypes.

## Conclusion

In the presence of breast cancer heterogeneity, controlled experiments *in vitro *combined with *in vivo *analyses, allowed for refinement of a p53-associated gene set. The refined 52-gene list excluded genes that were associated with breast cancer subtype and not downstream of p53. This work identified a signature for p53 loss that is shared across breast cancer subtypes and that provided prognostic information and a biologically-relevant gene set.

## Competing interests

The author(s) declare that they have no competing interests.

## Authors' contributions

MAT participated in study design, created the isogenic cell line pairs, performed toxicity assays, western blots, and microarrays, performed analysis and interpretation, drafted and revised the manuscript. JIH participated in study design, creation of cell line pairs, interpretation of results, and manuscript revisions. DSO performed survival and gene ontology analyses. XH performed microarrays. KAH participated in toxicity assays and manuscript revisions. CSB participated in interpretation and critical review of the manuscript. CP participated in study design and coordination, supervision of experimental conduct and analysis, interpretation of results, drafting and revision of the manuscript, and approved the final version. All authors have read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

## Supplementary Material

Additional file 1 Microsoft Excel spreadsheet (196 kB) containing lists of genes for which expression levels were significantly associated with p53 loss (in 2-class SAM analyses). Click here for file

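The lists of Additional file 1 hold 1513 entries in 7 comparisons, of which 837 could be matched to a gene by their sequence identifier. They make 836 pairs of a gene and a comparison, from 526 genes. Of these pairs, 835 had a log2 fold change in the direction of their list, and 409 were also called by limma. In DOX-treated ZR-75-1 cells 153 of 225 matched genes of the list of higher genes and 48 of 59 of the list of lower genes were called, and in DOX-treated MCF-7 cells 104 of 220 and 23 of 29. In HME-CC cells 54 of 84 higher genes were called under DOX and 17 of 57 under sham, with median log2 fold changes of 1.93 and 1.52. Of 87 matched genes lower in DOX-treated ME16C cells and 34 lower in sham-treated ME16C cells, 0 and 0 were called by limma, against 29 and 48 genes called by SAM and 870 and 2206 at an unadjusted p under 0.05. Their median log2 fold changes were -1.27 and -1.63. The authors derived the lists from these same arrays, so that a shared direction is not independent evidence.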

Additional file 2 Cluster figure showing parents and RNAi-transductants for all four parent cell lines (MCF-7, ZR-75-1, HME-CC, and ME16C). Genes included are the 696 genes identified as significant by SAM analyses comparing parents to RNAi-transductants. Click here for file

## Figures and Tables

**Figure 1:**
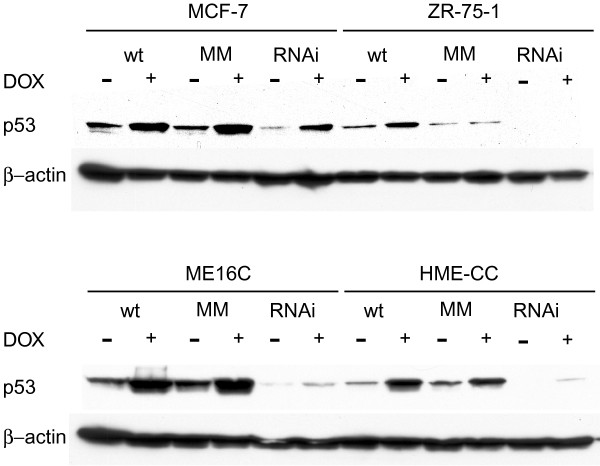
**p53 protein expression is knocked down by RNAi expression**. The expression of p53 was examined by Western blot analysis of extracts from MCF-7, ZR-75-1, HME-CC, and ME16C cell line parents and the same cell lines stably transduced with p53-targeted RNAi vector or p53 mismatch (MM) RNAi vector. Treatment with doxorubicin (24 h, 1μM) induced p53 expression in all cell lines and transductants, but induced levels were markedly lower in the p53-RNAi cells.

**Figure 2:**
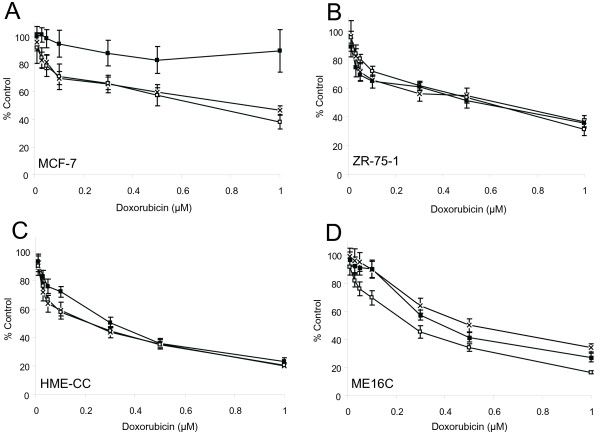
**Chemosensitivity is altered in the MCF-7 cell line following transduction with p53-RNAi**. ME16C, HME-CC, and ZR-75-1 cell lines had similar chemosensitivity curves for wildtype (x), p53-targeted RNAi expressing cells (solid square) and p53 mismatch RNAi expressing cells (open square). Only the p53-RNAi MCF-7 cells showed significant chemoresistance.

**Figure 3:**
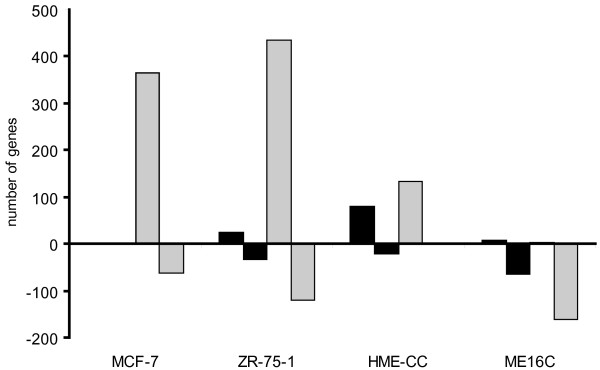
**Number of genes with significantly different expression following p53 loss (by RNAi) in sham-treated (black) or doxorubicin-treated (gray) cells**. Sham-treated cells represented feeding controls, treated with fresh media and harvested at the same time points as the doxorubicin treated cells. Positive y-axis indicates number of genes up-regulated and negative y-axis indicates number of genes down-regulated by p53 knockdown. Luminal cell lines had the largest transcriptional response to p53 loss following induction, while HMEC cell lines had a stronger signature for p53 loss in the uninduced state.

**Figure 4:**
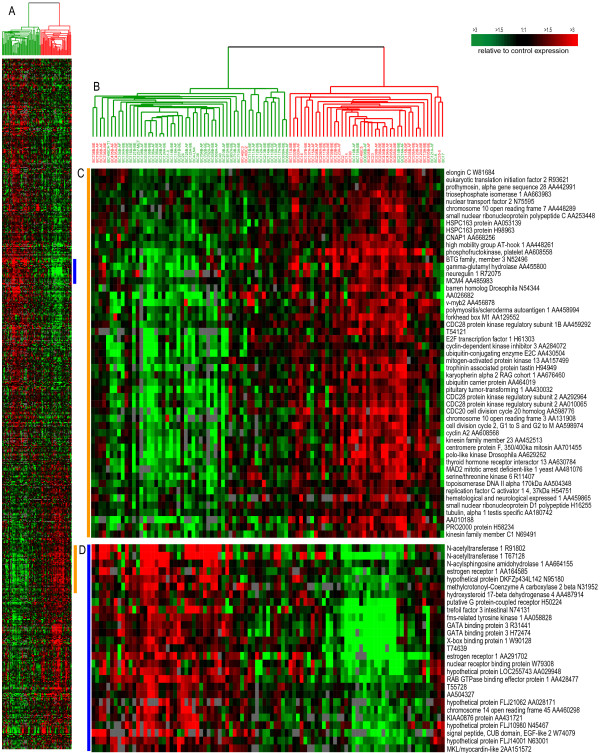
**Gene expression pattern of tumor samples for 747 genes correlated with p53 status in tumors**. The fold change relative to the median expression value across all tumors is shown. Colored bars in A illustrate the location of clusters C and D. The dendrogram in B shows that experiments were divided into two primary branches, one enriched for mutant (red) and one enriched for wildtype (green) tumors. Tumor sample names are red for mutants and green for wildtypes based on sequence analysis. Clusters enriched for proliferation and cell cycle genes (C) and for luminal/estrogen responsive tumor markers (D) are shown.

**Figure 5:**
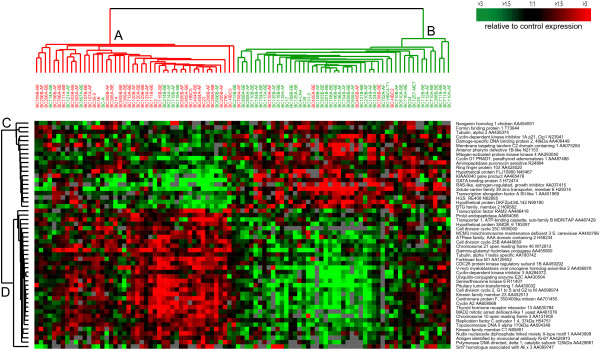
**Cluster analysis of the tumor samples using 52 genes correlated with p53 status in tumors and cell lines**. The fold change relative to the median expression value across all tumors is shown. The red dendrogram branch (A) is enriched for p53 mutant tumors (sample names labeled red) while the green dendrogram branch (B) is enriched for p53 wild-type tumors (sample names labeled green). The dendrogram showing the gene clusters is shown in C and D.

**Figure 6:**
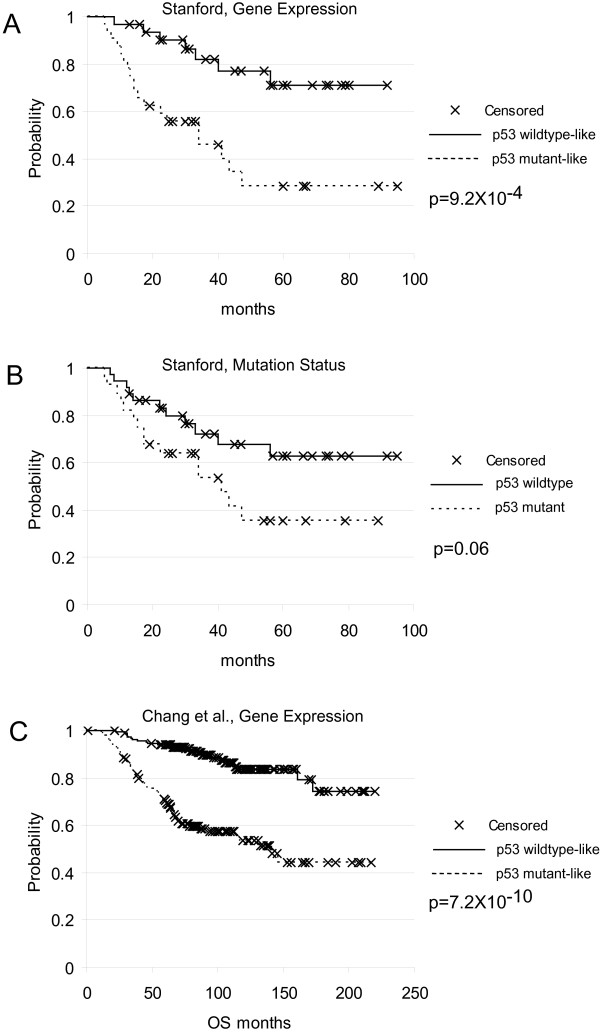
**Kaplan-Meier survival curves for patients with p53 wildtype (solid line) or mutant (dashed line) tumors using gene expression-based p53 functional category or mutation status**. Overall survival analysis comparing the two gene-expression based dendrogram groups (tumors in Figure 5A vs. tumors in Figure 5B) yielded a highly significant difference in survival, which compares favorably with mutation status. Both analyses used 66 tumor samples and included 26 events. Survival analysis on a separate data set (Chang et al., 2005) including 337 tumors and 79 events (C) also yielded highly significant differences based on gene expression classification.

How the deposited data were processed for this re-analysis (not part of the article)

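Gene expression was measured on 48 arrays: 4 cell lines (MCF-7, ZR-75-1, HME-CC and ME16C), each as the parent line and with stable p53-RNAi, sham-treated or treated with doxorubicin (DOX) and harvested after 12, 24 or 36 h. This made 16 groups of 3 arrays, 1 for each harvest time. The harvest times of a group were taken as its replicates, as in the paper's comparisons of 3 with 3. Each array compared a sample (Cy5) with a pool of its own cell line (Cy3) on Agilent Human 1A oligonucleotide arrays. The pool is shared within a line and drops out of the differences between its groups.

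The values as deposited are log2 ratios of Cy5 over Cy3 that the authors had normalized within each array, with a median near 0 on each. The scanner software, background correction and kind of normalization are not stated in the paper's text. The base is not stated either and was taken as 2, the usual one, since the values range too widely for base 10. If the base were another, all log ratios would change by one factor and the tests would not. The paper's filter on signal intensity came after these values. It could not be repeated, since the intensities were not used here, and features of weak signal therefore stay in. The number of arrays limits the precision.

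Of 48 arrays, 46 shared one array design and 2 had another. The main analysis used the 46, so that DOX-treated ME16C cells were compared as 2 with 2 arrays. These were p53-RNAi arrays of 12 and 24 h and parent arrays of 12 and 36 h, so that p53 status and harvest time are partly mixed there. Of 22575 features, 15695 carry a single gene symbol, 4 more than one and 6876 none. Symbols were brought up to date through gene identifiers. Features of one transcript accession were averaged, and then the accessions of a gene, which gave 14227 genes. A gene was tested where it had a value on at least 70% of the arrays of the fit and at least 2 values in each group.

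Comparisons were made with limma 3.58.1 in R 4.3.3, and figures with matplotlib 3.10.9. One fit of group means was made for each cell line, with moderated two-sided tests of p53-RNAi against parent cells under sham and under DOX, of the difference between these effects, and of DOX against sham in parent cells. The common comparison set all p53-RNAi arrays against all parent arrays without covariates, as the paper's did. p-values were adjusted by Benjamini-Hochberg over the genes of a comparison, with a threshold of 0.05. Where no gene changes, a share of 0.05 of the genes tested is still expected at an unadjusted p under 0.05. Standard errors are those of limma's moderated estimates, and spreads of group values are SDs.

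Harvest time was used as a block in an alternative. Its result stands beside the main one in comparisons whose p53-RNAi and parent arrays of a harvest time correlated, after removal of the group means, above 0.1 across genes at each of 3 times: MCF-7 cells, sham-treated ZR-75-1 cells and DOX-treated HME-CC cells. It is also given for the mitosis list in ME16C cells, whose groups do not all hold the same harvest times, and for the count of sham-treated HME-CC cells, beside that with DOX. Counts with the block had been seen before these correlations were computed. SAM was written anew for the 2-class unpaired case, at a median false discovery rate under 5%, with 20 permutations for 3 against 3 arrays, 6 for 2 against 2 and 100 for the common comparison. Over 10 draws of those 100 permutations the common count ranged from 579 to 734, and the text gives the first of these draws.

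EASE and its gene ontology tables were not used here. In their place stood 18 lists drawn up before the data were examined, given here with their number of genes and the number measured: p53 target genes (40, 38), mitosis genes (42, 41), DNA replication and S-phase genes (41, 39), DNA repair genes (51, 44), pro-apoptotic genes (45, 42), anti-apoptosis genes (34, 31), negative regulators of proliferation (47, 40), metallothionein and transition metal homeostasis genes (32, 27), extracellular region genes (66, 58), luminal and estrogen receptor associated genes (30, 29), basal and myoepithelial genes (32, 22), fibroblast and stromal genes (22, 22), leukocyte genes (22, 20), interferon response genes (41, 39), immediate early and EGFR ligand genes (28, 25), ribosomal protein genes (46, 39), genes of ER stress and the unfolded protein response (25, 25) and histone genes (15, 12). Some genes stand in more than one list, such as 18 of the p53 target genes, 14 of the negative regulators of proliferation, 8 of the pro-apoptotic genes, 30 of the extracellular region genes and 9 of the fibroblast and stromal genes. Lists were tested by camera on limma's moderated statistics with a preset correlation of 0.01, two-sided, and adjusted over 306 tests (18 lists in 17 comparisons), of which 122 passed. With a correlation estimated from the arrays 0 of 306 passed. The rotation test fry, which asks whether the genes of a list move one way on balance, stood beside them. Both used genes with a value on every array. Beside each list test the text gives the number of genes that passed over all genes tested and when adjusted over the list alone.

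Genes were chosen for naming by a rule written before the data were examined, after the lists of Additional file 1 had been read: the genes that the paper names for the cell lines or its shared list; in each comparison the 10 with the largest change among those called and moved the same way at all 3 harvest times (in at least 3 of 4 lines for the common comparison); and up to 4 genes of smallest p in each list described. All of these were tested under every alternative. The text names some of them, and which of them and which lists to describe was chosen after the values had been seen.

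The alternatives tried were harvest time as a block, all cell lines in one fit, the arrays of the compared groups alone, arrays centred to a median of 0 or scaled to equal spread, genes with a value on every array, no filter on missing values, each array feature tested separately, both array designs joined by gene symbol, SAM, and leaving out each array in turn. For the common comparison they were also cell line, treatment and time as a block, cell line and treatment as covariates, sham or DOX arrays only, each cell line left out in turn and the cell line as replicate. Lists were also tested by camera with an estimated correlation and by fry, and shared calls at an unadjusted p under 0.01. Leaving out the 24 h arrays was added after the means of the lists on each array had been seen. Entries of Additional file 1 were matched to genes by their sequence identifier, 837 of 1513. An entry without a match need not be absent from the arrays.

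The fits were tested on simulated data with the group sizes of each comparison and the moderated spread of each gene. The noise was normal and independent between genes, without an effect of harvest time. Changes were added to many genes at once and to the mitosis list, so that the shares called need not hold where few genes change. In the comparisons within a line, 10.0% to 69.0% of genes with an added log2 change of 1 and 81.0% to 99.0% of those with 2 were called, and 2 to 14 unchanged genes were called in a comparison, the common one included. For splits of the arrays other than the real one, all 10 of 3 against 3 were run, or 100 drawn. Arrays of lines with empty or mismatch vectors, the cell growth and protein data and the tumor data were not analysed here, so that effects of transduction and of selection were not separated from those of p53 loss.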

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

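Lists of genes stand here where camera with its preset correlation and fry both passed an adjusted p of 0.05, a selection chosen after the list tests had been seen, since the planned one, which also asked for camera with an estimated correlation, selected none. The tests of a change at 24 h in every group, of a response shared by both immortalized lines, of slow growth of the parent culture and of the size of the fall of CDKN1A were chosen after the result was seen. That a bound set beforehand must be passed by more than its spread was also asked only after the tests of fibroblasts and of a shared batch had been seen, which otherwise would have been argued against. The sign at each harvest time, given below, comes from the same arrays as the tests that selected the results. It is therefore not separate evidence.

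The p53-RNAi effect differed between DOX and sham, by a test of the difference itself. In MCF-7 cells the mean log2 difference was 1.59 (adjusted p = 4.1e-69; adjusted p = 0.0842 with an estimated correlation; 0.0123 by fry) for mitosis genes, above 0 at 3 of 3 harvest times, and 1.20 (adjusted p = 8.1e-42; adjusted p = 0.0951 with an estimated correlation; 0.0370 by fry) for genes of DNA replication, above 0 at 3 of 3. CDKN3 differed there by 2.76 (adjusted p = 0.0113), above 0 at 3 of 3 harvest times, and was not called without the p53-RNAi DOX array of 12 h (adjusted p = 0.0658) or 24 h (0.0546), the parent DOX array of 36 h (0.0532), the p53-RNAi sham array of 24 h (0.0509) or the parent sham array of 36 h (0.0617). In ZR-75-1 cells the difference was 1.10 (adjusted p = 5.5e-50; adjusted p = 0.0909 with an estimated correlation; 0.0376 by fry) for replication genes, above 0 at 3 of 3 harvest times, and -0.39 (adjusted p = 1.4e-04; adjusted p = 0.0909 with an estimated correlation; 0.0435 by fry) for immediate early genes and ligands of the EGF receptor, below 0 at 3 of 3.

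Some signals lay in genes that the paper does not discuss. In sham-treated ZR-75-1 cells the mean log2 fold change with p53-RNAi was 0.36 (adjusted p = 3.5e-05; adjusted p = 0.103 with an estimated correlation; 0.0306 by fry) for the immediate early list, above 0 at 3 of 3 harvest times, and 0.13 (adjusted p = 0.00953; adjusted p = 0.116 with an estimated correlation; 0.00743 by fry) for genes of ER stress, above 0 at 3 of 3. Without the 24 h arrays, an alternative chosen after the data had been seen, the ER stress list was at 0.13 and not called (adjusted p = 0.0511). In sham-treated ME16C cells the mean log2 fold change was 0.37 (adjusted p = 0.00100; adjusted p = 0.228 with an estimated correlation; 0.0465 by fry) for leukocyte genes, above 0 at 3 of 3. Whether these genes were above background is not known, since signal intensities were not used here.

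Stromal genes were higher in p53-RNAi than in parent HME-CC cells, with a mean log2 fold change of 0.56 (adjusted p = 5.1e-06; adjusted p = 0.173 with an estimated correlation; 0.0306 by fry) under sham, above 0 at 3 of 3 harvest times, and 0.75 (adjusted p = 1.3e-08; adjusted p = 0.116 with an estimated correlation; 0.00813 by fry) under DOX, above 0 at 3 of 3. The 24 h arrays are argued against as the cause, since 0.902 of the change was left without them. Fibroblasts in the p53-RNAi culture could not be excluded: COL1A1, COL1A2, LUM and DCN, abundant in fibroblasts, had a median log2 fold change of 0.429 over both treatments, from -0.070 for COL1A1 under DOX to 1.39 for DCN under DOX, with standard errors of 0.21 to 0.73. A response to p53 loss shared by both immortalized lines stays open as well, with -0.60 in DOX-treated ME16C cells and an adjusted p = 0.477 there with an estimated correlation.

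In HME-CC cells the 24 h arrays stood apart in genes of ribosomal proteins, whose mean log2 ratio was -0.037 at 24 h against 1.83 and 2.15 at 12 and 36 h in DOX-treated p53-RNAi cells, 0.11 against 1.21 and 1.99 in sham-treated p53-RNAi cells and 0.21 against 1.68 and 1.58 in DOX-treated parents. The 24 h array of the sham-treated parents lay 0.650 above the mean of its 12 and 36 h arrays. Since this is 1 array without a spread, a change at 24 h in every group stays open. A batch shared by the 24 h arrays of all cell lines stays open: the deviations at 24 h of these 3 arrays had a mean correlation across genes of 0.0853 with those of the other lines, from -0.11 to 0.29, against 0.51 to 0.56 among themselves. No biological explanation was tested.

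Mitosis genes were higher with p53-RNAi in HME-CC cells without DOX as well (mean log2 fold change 1.76, adjusted p = 1.6e-90; adjusted p = 0.0842 with an estimated correlation), above 0 at 3 of 3 harvest times. The 24 h arrays are argued against as the cause, since 0.880 of the change was left without them. Slow growth of the parent culture stays open: the list lay 1.17 above the pool in the p53-RNAi cells and at -0.61 in the parents, but how fast the cells of the pool grew is not known. In another line a fall of CDKN1A of this size came without such a rise: sham-treated ZR-75-1 cells, in which CDKN1A fell by 2.39 against 2.35 in HME-CC cells, had a mean change of 0.238. This is 1 line of another cell type, so that the role of the fall within HME-CC cells stays open. Effects of transduction and of selection in the p53-RNAi line were not tested.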

How the results depend on the processing

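The alternative without the 24 h arrays was chosen after the data had been seen, and the others were set before. Where a value moved, the cause was not tested. The main counts were 0 for sham-treated MCF-7 cells, 200 for DOX-treated MCF-7 cells, 1 for the MCF-7 difference, 567 for DOX in MCF-7 parents, 20 for sham-treated ZR-75-1 cells, 397 for DOX-treated ZR-75-1 cells, 0 for the ZR-75-1 difference, 364 for DOX in ZR-75-1 parents, 40 for sham-treated HME-CC cells, 111 for DOX-treated HME-CC cells, 0 for the HME-CC difference, 0 for DOX in HME-CC parents, 0 for sham-treated ME16C cells, 1 for DOX-treated ME16C cells, 0 for the ME16C difference, 0 for DOX in ME16C parents and 418 for the common comparison.

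With harvest time as a block the counts were 306 for DOX-treated MCF-7 cells, 3 for the MCF-7 difference, 1001 for DOX in MCF-7 parents, 830 for DOX in ZR-75-1 parents, 177 for sham-treated HME-CC cells, 253 for DOX-treated HME-CC cells, 0 for DOX-treated ME16C cells and 2 for DOX in ME16C parents, and the mean log2 fold changes -0.012 for mitosis genes in ME16C DOX (adjusted p = 0.488) and -0.29 for pro-apoptotic genes in ME16C DOX (adjusted p = 0.0215). In ME16C cells the mitosis list also lost its call with this block for the difference (0.18, adjusted p = 0.187) and for DOX in parents (-0.16, adjusted p = 0.181). With cell line, treatment and time as a block the count was 891 for the common comparison. With all cell lines in one fit the counts were 1 for sham-treated MCF-7 cells, 0 for the MCF-7 difference, 211 for DOX-treated ZR-75-1 cells, 1 for the ZR-75-1 difference, 181 for DOX in ZR-75-1 parents, 188 for sham-treated HME-CC cells, 311 for DOX-treated HME-CC cells, 870 for sham-treated ME16C cells, 69 for DOX-treated ME16C cells and 102 for DOX in ME16C parents. With scaled arrays they were 23 for the MCF-7 difference, 2 for sham-treated HME-CC cells, 6 for DOX-treated ME16C cells and 17 for DOX in ME16C parents, with each array feature tested separately 0 for the MCF-7 difference, 8 for sham-treated ZR-75-1 cells, 197 for DOX in ZR-75-1 parents, 3 for sham-treated HME-CC cells and 0 for DOX-treated ME16C cells, and with both array designs joined 20 for DOX-treated ME16C cells and 16 for DOX in ME16C parents. From the arrays of the compared groups alone they were 92 for DOX-treated MCF-7 cells, 138 for DOX-treated ZR-75-1 cells, 15 for sham-treated HME-CC cells, 63 for DOX-treated HME-CC cells and 0 for DOX-treated ME16C cells. Without the 24 h arrays limma called 0 for DOX-treated MCF-7 cells, 0 for the MCF-7 difference, 87 for DOX in MCF-7 parents, 9 for sham-treated ZR-75-1 cells, 31 for DOX-treated ZR-75-1 cells, 19 for DOX in ZR-75-1 parents, 0 for sham-treated HME-CC cells, 40 for DOX-treated HME-CC cells, 2 for DOX-treated ME16C cells and 31 for the common comparison; at an unadjusted p under 0.05 there were then 1137 genes in DOX-treated MCF-7 cells and 1052 in sham-treated HME-CC cells. The mean log2 fold changes were then -0.0028 for mitosis genes in ME16C DOX (adjusted p = 0.746) and -0.32 for pro-apoptotic genes in ME16C DOX (adjusted p = 0.0295). SAM called 1 for sham-treated MCF-7 cells, 151 for sham-treated HME-CC cells, 231 for DOX-treated HME-CC cells, 48 for sham-treated ME16C cells, 29 for DOX-treated ME16C cells and 640 for the common comparison. In the common comparison the count was 842 with cell line and treatment as covariates, 3 from sham arrays, 236 without ZR-75-1, 47 without HME-CC and 20 with the cell line as replicate.

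With camera and an estimated correlation, on genes with a value on every array, the mean log2 fold changes were 1.66 for mitosis genes in MCF-7 DOX (adjusted p = 0.0842), 1.25 for mitosis genes in ZR-75-1 DOX (adjusted p = 0.113), 2.23 for mitosis genes in HME-CC DOX (adjusted p = 0.0812), 0.42 for mitosis genes in ME16C DOX (adjusted p = 0.70), 1.78 for mitosis genes in HME-CC sham (adjusted p = 0.0842), -0.32 for negative regulators of proliferation in ME16C DOX (adjusted p = 0.370), -0.37 for anti-apoptosis genes in ME16C sham (adjusted p = 0.0932), 0.93 for mitosis genes in the common comparison (adjusted p = 0.0610) and 0.21 for DNA repair genes in the common comparison (adjusted p = 0.0909). By fry they were 0.42 for mitosis genes in ME16C DOX (adjusted p = 0.725), -0.32 for negative regulators of proliferation in ME16C DOX (adjusted p = 0.166) and -0.084 for pro-apoptotic genes in MCF-7 DOX (adjusted p = 0.0306). At an unadjusted p under 0.01 in place of the adjusted p, the calls shared were 223 for HME-CC sham and HME-CC DOX, 270 for MCF-7 DOX and ZR-75-1 DOX, 193 for MCF-7 DOX and HME-CC DOX, 209 for ZR-75-1 DOX and HME-CC DOX and 72 for ZR-75-1 sham and ZR-75-1 DOX. 

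Leaving out each array in turn gave counts of 0 to 1 for sham-treated MCF-7 cells, 63 to 359 for DOX-treated MCF-7 cells, 7 to 20 for sham-treated ZR-75-1 cells, 157 to 512 for DOX-treated ZR-75-1 cells, 2 to 68 for sham-treated HME-CC cells, 52 to 172 for DOX-treated HME-CC cells, 0 to 76 for DOX-treated ME16C cells, 0 to 104 for the MCF-7 difference, 0 to 104 for the ZR-75-1 difference, 0 to 37 for the ME16C difference, 230 to 963 for DOX in MCF-7 parents, 65 to 721 for DOX in ZR-75-1 parents and 0 to 5 for DOX in ME16C parents. It left 0 by limma for sham-treated ME16C cells, the HME-CC difference and DOX in HME-CC parents (2206, 231 and 227 at an unadjusted p under 0.05 with all arrays, 15.5%, 1.6% and 1.6% of the genes tested). The mean log2 fold changes ranged from 1.44 to 1.96 for mitosis genes in MCF-7 DOX, 1.10 to 1.55 for mitosis genes in ZR-75-1 DOX, 1.89 to 2.45 for mitosis genes in HME-CC DOX, -0.0035 to 0.86 for mitosis genes in ME16C DOX, 1.51 to 2.02 for mitosis genes in HME-CC sham, -0.48 to -0.20 for negative regulators of proliferation in ME16C DOX, -0.084 to -0.061 for pro-apoptotic genes in MCF-7 DOX, -0.084 to -0.033 for pro-apoptotic genes in ZR-75-1 DOX, -0.12 to 0.068 for pro-apoptotic genes in HME-CC DOX, -0.32 to -0.13 for pro-apoptotic genes in ME16C DOX, -0.40 to -0.32 for anti-apoptosis genes in ME16C sham, 0.013 to 0.064 for metallothionein and transition metal homeostasis genes in ZR-75-1 sham, 0.0084 to 0.10 for extracellular region genes in ZR-75-1 sham, -0.099 to -0.072 for pro-apoptotic genes in the common comparison, 0.89 to 1.01 for mitosis genes in the common comparison and 0.19 to 0.23 for DNA repair genes in the common comparison. The mitosis list in DOX-treated ME16C cells was at -0.0035 without the p53-RNAi DOX array of 24 h (adjusted p = 0.355), where the pro-apoptotic list was at -0.32 (0.0271), and the negative regulators were at -0.20 without the p53-RNAi DOX array of 12 h (0.523). Where this left a group with 1 array, its spread was taken from the other groups.

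Of 31319 values of 433 genes under the alternatives, 0 turned their direction past the threshold: with each array left out 15960 kept their side of the threshold, 534 lost and 110 gained a call, and under the other alternatives 13862 kept it, 574 lost and 279 gained a call. Of 306 list tests the call changed in 16 with harvest time as a block, 1 with centred arrays, 12 with scaled arrays and 33 without the 24 h arrays. Signal over background was not used here, so that the weakest signals could not be filtered.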

Differences from the paper's values

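The alternatives named here were set before the data were examined. The paper's counts are of entries called by SAM at a false discovery rate under 5% after a filter on signal intensity, which could not be repeated here. The counts here are of genes at an adjusted p under 0.05 from limma. SAM as an alternative was run at the paper's rate without that filter. The paper's counts for each cell line are those of its Additional file 1.

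In DOX-treated MCF-7 cells 200 genes were called, against 426 in the paper. The count was within 1.5 times the paper's with harvest time as a block (306) and beyond it under the other 8 of 9 alternatives (92 to 236). Without the parent DOX array of 12 h it was 359, within 1.5 times as well. In sham-treated ZR-75-1 cells 20 genes were called, against 59 in the paper, and 9 of 9 alternatives were beyond 1.5 times (8 to 25). In sham-treated HME-CC cells 40 genes were called, against 102 in the paper. SAM came within 1.5 times (151), as did the count without the p53-RNAi DOX array of 36 h (68), and the other 8 of 9 alternatives did not (2 to 188).

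In sham-treated ME16C cells limma called 0 genes, with 2206 at an unadjusted p under 0.05, against 71 in the paper. SAM came within 1.5 times (48), and the other 9 of 10 alternatives did not (0 to 870). In DOX-treated ME16C cells 1 gene was called from 2 and 2 arrays, against 165 in the paper from 3 and 3. With both array designs joined, which gives 3 and 3, it was 20, and 10 of 10 alternatives were beyond 1.5 times (0 to 69; 29 by SAM). In these 5 comparisons no other array left out in turn brought the count within 1.5 times.

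Across the 4 lines 418 genes were called from 23 and 23 arrays, against 696 in the paper, whose groups held 24 each. With both array designs joined the count was 373. The count came within 1.5 times with cell line, treatment and time as a block (891), with cell line and treatment as covariates (842), with each array feature tested separately (579) and by SAM (640), and not under the other 12 of 16 alternatives (3 to 443). Lower with p53-RNAi were 150 genes, against 357 in the paper. That count came within 1.5 times with the block (483), the covariates (425) and SAM (274; 227 to 345 over 10 draws of permutations, the 2 lowest of them, 227 and 237, beyond 1.5 times), and not under the other 13 of 16 (3 to 165). Within 1.5 times the paper's value were 268 genes higher across the lines, against 339, 397 in DOX-treated ZR-75-1 cells, against 556, and 111 in DOX-treated HME-CC cells, against 134. These depended on the alternative too. Beyond 1.5 times were 5 of 16 for the genes higher across the lines (0 to 225), 4 of 9 for DOX-treated ZR-75-1 cells (138 to 349) and 6 of 9 for DOX-treated HME-CC cells (63 to 311). With 1 array left out in turn, 3 of 12 counts stayed within 1.5 times in ZR-75-1 cells (157 to 512) and 4 of 12 in HME-CC cells (52 to 172).

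The paper names p53 targets that were lower across the lines. CDKN1A was lower here as well (-1.78, standard error 0.30, adjusted p = 3.1e-04). RRM2 was higher (1.00, standard error 0.18, adjusted p = 5.4e-04), and its p53-inducible paralog RRM2B was lower (-1.36, standard error 0.19, adjusted p = 3.9e-05). MDM2 was at -0.48 (standard error 0.16, adjusted p = 0.106) and GADD45A at -0.72 (standard error 0.22, adjusted p = 0.0636), below 0 and not called. Both were called with the block (adjusted p = 0.00987 and 0.00314), with the covariates (0.00139 and 0.00497) and by SAM. Of the genes that the paper keeps in its shared list, GATA3 was at -0.42 (standard error 0.13, adjusted p = 0.0837) and was called with the block (adjusted p = 0.0438), with the covariates (0.0177) and by SAM. CCNA1 was at -0.38 (standard error 0.28, adjusted p = 0.653) and was called under none of the alternatives, while CCNA2 rose (0.88, standard error 0.18, adjusted p = 0.00174). ATAD2, GGH, MYBL2, CKS1B and CDK1 rose here too. The paper's lists across the lines come from these same arrays, so that a shared direction is not independent evidence.

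The paper describes a stronger response to p53 loss without DOX in the immortalized lines. In HME-CC cells 40 genes were called without DOX and 111 with it (151 and 231 by SAM). In ME16C cells the counts were 0 and 1 by limma, 2206 and 870 at an unadjusted p under 0.05, 48 and 29 by SAM, and 870 and 69 with all cell lines in one fit, so that the last 3 had the larger count without DOX. The order was the other way with both array designs joined (0 and 20) and with scaled arrays (0 and 6). Except in the joined fit, 3 and 3 sham arrays stood against 2 and 2 DOX arrays. The paper's own lists hold 102 and 134 entries for HME-CC cells and 71 and 165 for ME16C cells.

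The paper reports down-regulation of apoptosis genes in DOX-treated ZR-75-1 cells and an excess of such genes among those lower across the lines. The pro-apoptotic list had a mean log2 fold change of -0.064 and -0.086 there and was not called by camera (adjusted p = 0.686 and 0.282), while 1 and 1 of its genes fell. It also reports, in sham-treated ZR-75-1 cells, a fall of extracellular genes, whose list was at 0.045 (adjusted p = 0.465), and a rise of metal homeostasis genes, whose list was at 0.044 (adjusted p = 0.643). Neither list was called by camera. These lists were drawn up here and are not the paper's categories. The measure differs as well. The paper's software asked which categories are enriched among the called genes, and camera asks whether a whole list shifts.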

Other observations

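Which lists are described here was chosen after their values had been seen, while the tests on other splits of the arrays were set beforehand. The sign of a list at each harvest time comes from the same arrays as its test and is not separate evidence. In sham-treated ME16C cells with p53-RNAi, genes of ribosomal proteins had a mean log2 fold change of -0.83 (adjusted p = 1.0e-19; adjusted p = 0.315 with an estimated correlation), below 0 at 3 of 3 harvest times. Genes of ER stress were at -0.90 (adjusted p = 1.2e-09; adjusted p = 0.270 with an estimated correlation), below 0 at 3 of 3, and immediate early genes at -0.65 (adjusted p = 7.8e-04; adjusted p = 0.315 with an estimated correlation), below 0 at 3 of 3. Without the 24 h arrays, an alternative chosen after the data had been seen, the immediate early list was at -0.45 (adjusted p = 0.235). In sham-treated HME-CC cells basal and myoepithelial genes were at -0.61 (adjusted p = 1.4e-05; adjusted p = 0.157 with an estimated correlation), below 0 at 3 of 3, and across the lines at -0.21 (adjusted p = 0.00852; adjusted p = 0.373 with an estimated correlation), where 1 of 22 rose and 2 fell. Interferon response genes were at 0.28 (adjusted p = 1.8e-04; adjusted p = 0.228 with an estimated correlation) in DOX-treated HME-CC cells, above 0 at 3 of 3 harvest times, where 1 of 39 rose.

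Lists outside the p53 response moved with DOX in parent cells as well. Histone genes had a mean log2 fold change of 1.05 (adjusted p = 4.8e-10; adjusted p = 0.248 with an estimated correlation) in ZR-75-1 parents, where 6 of 12 rose and 1 fell, and of 0.72 (adjusted p = 1.1e-05; adjusted p = 0.373 with an estimated correlation) in ME16C parents, where 0 rose and 0 fell. Interferon response genes were at 0.20 (adjusted p = 0.00873; adjusted p = 0.373 with an estimated correlation) in ZR-75-1 parents, where 2 of 39 rose.

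Other splits of the same arrays were counted for each comparison of groups of 3 or more arrays. The 6 arrays of a comparison within a line can be split into 3 and 3 in 10 ways, too few for a share under 0.05. With p53-RNAi, limma called 200 genes against at most 0 in another split in DOX-treated MCF-7 cells, 20 genes against at most 1 and 397 genes against at most 0 in sham-treated and DOX-treated ZR-75-1 cells, and 40 genes against at most 0 and 111 genes against at most 0 in sham-treated and DOX-treated HME-CC cells. In sham-treated MCF-7 cells it called 0 genes against at most 1 and in sham-treated ME16C cells 0 genes against at most 0. At an unadjusted p under 0.05 there were 548 and 2206 genes in these (3.9% and 15.5% of those tested), and SAM called 1 and 48. With DOX in parents limma called 567 genes against at most 1 in MCF-7 cells, 364 genes against at most 0 in ZR-75-1 cells and 0 genes against at most 0 in HME-CC cells (227 at an unadjusted p under 0.05, 1.6% of those tested). The real split was as large as any other in each of these but that of sham-treated MCF-7 cells. Where the arrays of a harvest time were alike, as in MCF-7 cells, sham-treated ZR-75-1 cells and DOX-treated HME-CC cells, the 4 splits that part all 3 pairs, the real one included, gave at most 0 genes apart from the real one, and the others, which part 1 pair, at most 1.

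For the difference between the p53-RNAi effects with and without DOX, 100 splits of the 12 arrays of a line into 4 groups of 3 were drawn. In MCF-7 cells 4 of 100 gave at least 1 gene, the real one included. In ZR-75-1 and HME-CC cells, with 0 and 0 genes by limma (661 and 231 at an unadjusted p under 0.05, 4.6% and 1.6% of those tested), 100 and 100 of 100 gave as many. The highest counts in other splits were 218, 405 and 386, many times the real ones, which points to a structure of the samples. These splits also mix the arrays with and without DOX and with and without p53-RNAi. They therefore say nothing on chance for this difference. Of 100 splits of the 46 arrays into 23 and 23, 1, the real one, gave 418 genes or more, and the highest other gave 1. Exchanging the arrays only within the 22 pairs of one line, treatment and time gave at most 0 in 100 draws, against 418. A random grouping of single arrays thus did not give so many genes in these draws. The arrays of a line are not independent of each other, so that the draws cannot exclude chance at the level of the 4 lines. With each cell line as 1 replicate 20 genes were called.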
